# A small secreted protein NICOL regulates lumicrine-mediated sperm maturation and male fertility

**DOI:** 10.1038/s41467-023-37984-x

**Published:** 2023-04-24

**Authors:** Daiji Kiyozumi, Kentaro Shimada, Michael Chalick, Chihiro Emori, Mayo Kodani, Seiya Oura, Taichi Noda, Tsutomu Endo, Martin M. Matzuk, Daniel H. Wreschner, Masahito Ikawa

**Keywords:** Spermatogenesis, Extracellular signalling molecules, Reproductive biology

## Abstract

The mammalian spermatozoa produced in the testis require functional maturation in the epididymis for their full competence. Epididymal sperm maturation is regulated by lumicrine signalling pathways in which testis-derived secreted signals relocate to the epididymis lumen and promote functional differentiation. However, the detailed mechanisms of lumicrine regulation are unclear. Herein, we demonstrate that a small secreted protein, NELL2-interacting cofactor for lumicrine signalling (NICOL), plays a crucial role in lumicrine signalling in mice. NICOL is expressed in male reproductive organs, including the testis, and forms a complex with the testis-secreted protein NELL2, which is transported transluminally from the testis to the epididymis. Males lacking *Nicol* are sterile due to impaired NELL2-mediated lumicrine signalling, leading to defective epididymal differentiation and deficient sperm maturation but can be restored by NICOL expression in testicular germ cells. Our results demonstrate how lumicrine signalling regulates epididymal function for successful sperm maturation and male fertility.

## Abstract (web summary)

Mammalian sperm need to be matured in the epididymis to achieve potential for fertility. Here the authors identify NICOL as a secreted protein that acts on the epididymis to trigger its functional differentiation and induce sperm maturation.

## Introduction

It is one of the prerequisites for successful sexual reproduction to produce functional spermatozoa. Spermatogenesis is promoted in the testes during puberty under the control of gonadotrophs such as luteinizing hormone and follicle-stimulating hormone^1^. Spermatogonial stem cells located basally inside the testicular seminiferous tubules divide and produce spermatocytes. Spermatocytes move toward the adluminal compartment of the seminiferous tubule by crossing the blood-testis barrier, a tight junction between Sertoli cells^2^, and produce spermatids by meiosis. Spermatids then develop head and tail structures and finally differentiate into spermatozoa^3^. Once the spermatozoa are generated, they are released from the seminiferous tubule epithelium to be transported toward the epididymis. The testicular spermatozoa formed in this manner appear morphologically complete, but they require further functional maturation in the epididymis to obtain full reproductive competence.

The epididymis is a highly coiled epithelial duct and constitutes a sperm transport route; spermatozoa coming from the testis via the efferent duct are transported through the epididymis to go out toward the vas deferens. In the epididymis, the spermatozoa become functionally mature and fully fertile under the influence of the epididymal luminal environment^4,5^. In rodents, the initial segment (IS), the most proximal region of the epididymis, is characteristic of highly differentiated tall but pseudostratified epithelial cells. When the efferent duct was ligated to interfere luminal connection between the testis and epididymis, the IS epithelium becomes degenerated^6,7^. In mouse models with impaired IS differentiation, the epididymal spermatozoa are unable to fertilize an egg^8^. It had therefore been postulated that factors synthesized in the testis are released into the lumen of seminiferous tubules and go through luminal space via an efferent duct to influence the development and function of the IS epithelial cells. This transluminal secretion was named “lumicrine” (lumi+crine) as secreted factors act via the luminal space of the male reproductive tract^9^.

The molecular mechanisms of lumicrine and lumicrine-regulated sperm maturation processes in the epididymis had been uncertain until neural epidermal growth factor–like like 2 (NELL2) was identified as the first known molecular entity of lumicrine factors^10^. NELL2 is an extracellular matrix-like large protein secreted from spermatocytes in the testicular seminiferous tubule and transported transluminally to the epididymis, where NELL2 binds its cell surface receptor tyrosine kinase ROS1^6,7,9,10^. *ROS1* has been known as a proto-oncogene because its constitutive kinase-active fusion product often causes non-small-cell lung cancer^11^. In mice, the *Ros1* gene is expressed in the IS of the epididymis and *Ros1*^−/−^ males exhibit IS differentiation failures, similar to the consequence of testicular efferent duct ligation and are completely infertile because the ejaculated spermatozoa are unable to migrate from the uterus into the oviduct in the female reproductive tract^8,10,12^. Upon endogenous stimulation by NELL2, ROS1 activates the intracellular signalling pathway and triggers epididymal epithelial differentiation. The fully differentiated epididymal epithelium expresses many proteins that define the epididymal luminal environment necessary for sperm maturation. Thus, NELL2 and ROS1 define the axis of testis-epididymis lumicrine signalling. The detailed molecular mechanism of lumicrine-mediated sperm maturation, however, remains largely unclear because there are more molecular components other than NELL2 and ROS1 expected to be included but remained unidentified.

Here we show that the secreted protein NICOL constitutes the lumicrine signalling pathway. *Nicol* (a predicted gene *Gm1673*)-null males are infertile because of deficient epididymal differentiation and subsequent sperm maturation and phenocopies lumicrine-deficient animals such as *Nell2*^−/−^ or *Ros1*^−/−^ males. NICOL forms a tight molecular complex with NELL2 to transmit a lumicrine signal which is indispensable for sperm maturation and male fertility. Identification of NICOL will promote the potential development of non-hormonal male contraceptives that target lumicrine signalling pathways.

## Results

### NICOL is required for male fertility

*Nicol*, a mouse ortholog of human *C4orf48*, encodes a small secreted protein of unknown function (Fig. 1a)^13,14^. *Nicol* expression is enriched in both male and female reproductive organs, including the testis, epididymis, seminal vesicles, coagulating glands, ovary, and uterus, and in various non-reproductive organs in mice, as revealed by reverse transcription-polymerase chain reaction (RT-PCR) analyses (Fig. 1b). We examined the physiological functions of *Nicol* in mice using CRISPR/Cas9-mediated genome editing and a *Nicol*-null allele, i.e., *Nicol*^*em1*^ (1862 bp deletion, hereafter *Nicol*^−^), which lacks the whole protein coding sequence (Supplementary Fig. 1). *Nicol*^−/−^ homozygous males are sterile, whereas *Nicol*^+/−^ heterozygous males and females and *Nicol*^−/−^ homozygous females are fertile (Fig. 1c). Apart from male fertility, *Nicol* seems dispensable as the gross appearance, behaviours such as mating and feeding, and the growth were not critically affected in *Nicol*^−/−^ males (Supplementary Fig. 1). *Nicol*^−/−^ male infertility was rescued by systemic expression of *Nicol* using a *Nicol* transgene driven by the *CAG* promoter (Fig. 1d). Although *Nicol* was abundantly expressed in the brain and testis, *Nicol* ablation did neither affect the gross appearance of the testis nor spermatogenesis within the seminiferous tubules (Fig. 1e–k), excluding dysfunction of the hypothalamic–pituitary–gonadal axis^15^. These results indicate that *Nicol* is indispensable for male fertility.

**Fig. 1:**
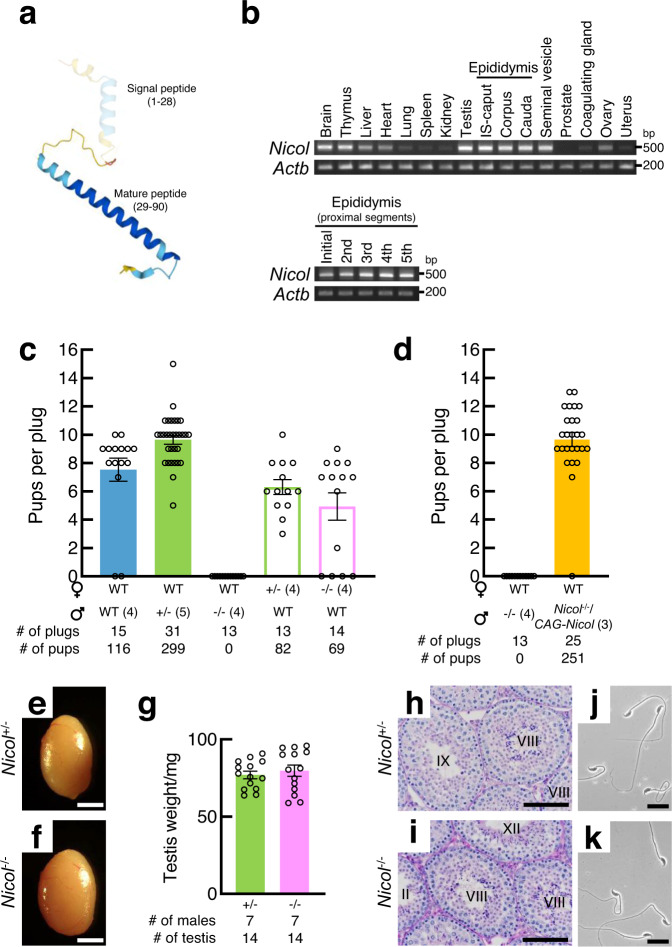
*Nicol* encodes a secreted protein that is indispensable for male fertility. **a** AlphaFold-predicted 3D structure of mouse NICOL. The signal peptide is depicted as faded. **b** RT-PCR analyses of *Nicol* expression in adult mouse organs, with *Actb* as an internal control. The initial to the fifth proximal segments of IS-caput region of epididymis was also separately analysed. Images are representative ones obtained from three independent biological replicates. **c** Litter sizes of WT, *Nicol*^+/−^, and *Nicol*^−/−^ male (filled columns) and *Nicol*^+/−^ and *Nicol*^−/−^ female mice (unfilled columns). Average and standard error (S.E.) shown. **d** Litter sizes of *Nicol*^−/−^ and *Nicol*^−/−^/*CAG-Nicol* males. Average and S.E. shown. **e**–**k** Appearance of testis (**e**, **f**), testicular weight (**g**), HE staining of testis sections (h,i), and epididymal sperm morphologies (**j**, **k**) in *Nicol*^+/−^ (**e**, **h**, **j**) and *Nicol*^−/−^ (**f**, **i**, **k**) mice. Stages of spermatogenesis indicated by Roman numerals (**h**, **i**). Images are representative ones obtained from three independent biological replicates (**e**, **f**, **h**–**k**). For bar plots, values are shown as mean ± S.E.M. *P* value = 0.5538 was determined by a two-tailed unpaired Students’ *t*-test (**g**). Scale bars, 2 mm (**e**, **f**), 100 µm (**h**, **i**), 20 µm (**j**, **k**).

### *Nicol* -null spermatozoa are unable to migrate in the female reproductive tract

The successful formation of copulatory plugs in female mice mated with *Nicol*^−/−^ males (Fig. 1c, d) excluded the possibility that the observed infertility was a consequence of neither a systemic abnormality nor mating behaviour defects. We then investigated the migration of spermatozoa from *Nicol*^−/−^ males ejaculated into the female reproductive tract by visualizing the spermatozoa using fluorescent protein expression (Fig. 2a)^16^. Spermatozoa ejaculated by *Nicol*^+/−^ males successfully migrated from the uterus into the oviduct (Fig. 2b–d), while sperm from *Nicol*^−/−^ males remained within the uterus and did not migrate beyond the utero-tubal junction (Fig. 2e–g). In addition to their defective migration in vivo, *Nicol*-null spermatozoa isolated from the cauda epididymis were unable to bind to the egg zona pellucida (ZP) in vitro (Fig. 2h–j). The fertilization of cumulus-free eggs in vitro was thus dramatically reduced (Fig. 2k), whereas the fertilization of cumulus-intact and ZP-free oocytes were not critically affected (Fig. 2l, m). The cumulus-intact oocytes fertilized with *Nicol*-null spermatozoa successfully developed into blastocysts when cultured in vitro (Fig. 2n–p).

**Fig. 2:**
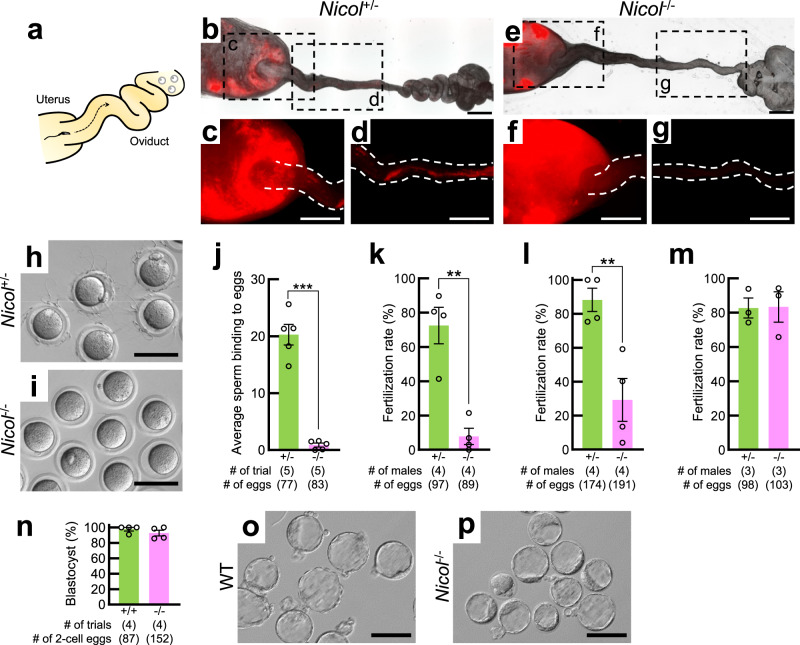
Defective sperm maturation blocks sperm migration into the oviduct resulting in male sterility in *Nicol*^−/−^ mice. **a** Schematic representation of ejaculated sperm migrating from the uterus into the oviduct towards oocytes. **b**–**g** Migration of red fluorescence-illuminated sperm from *Nicol*^+/−^ (**b**–**d**) and *Nicol*^−/−^ (**e**–**g**) mice ejaculated into reproductive tract in WT females. Bars, 1 mm. **h**, **i** Representative images of sperm–ZP binding assay using *Nicol*^+/−^ (**h**) and *Nicol*^−/−^ (**i**) sperm obtained from five independent biological replicates. Bars, 100 µm. **j** Sperm–ZP binding assay using sperm from *Nicol*^+/−^ (green columns) and *Nicol*^−/−^ (pink columns) mice. Average and S.E. shown. **k**–**m** In vitro fertilization capacity of sperm from *Nicol*^+/−^ and *Nicol*^−/−^ mice in assays with cumulus-free (**k**), cumulus-intact (**l**), and ZP-free (**m**) oocytes. **n** Development of fertilized eggs into blastocysts. **o**, **p** Representative images of blastocysts derived from WT oocytes inseminated with spermatozoa of WT (**o**) or *Nicol*^−/−^ (**p**) males obtained from four independent biological replicates. Bars, 100 µm. For bar plots, values are shown as mean ± S.E.M. *P* value = 0.00001 (**j**), 0.0015 (**k**), 0.0075 (**l**), 0.9565 (**m**), and 0.3052 (**n**) were determined by a two-tailed unpaired Students’ *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

### Defective sperm maturation in the epididymis in *Nicol*^−/−^ males

Defective sperm migration from the uterus into the oviduct and poor sperm binding to the ZP are known to result from loss of the mature form of the sperm surface transmembrane protein a disintegrin and metallopeptidase 3 (ADAM3)^17^. ADAM3 is expressed as a 100 kDa precursor in testicular germ cells and is then processed into a mature form of ~25 kDa by limited proteolysis when the spermatozoa transit the epididymis (Fig. 3a)^10^. Expression levels of mature processed ADAM3 were low or absent in cauda epididymal spermatozoa from *Nicol*^−/−^ mice (Fig. 3b) because of its aberrant processing during sperm transit through the epididymis (Supplementary Fig. 2), whereas expression levels of ADAM3 precursor and germ cell-intrinsic factors necessary for ADAM3 expression, including ADAM2, calmegin, calsperin, protein disulfide-isomerase-like protein of the testis (PDILT), and testicular angiotensin converting enzyme (tACE)^18–22^ were not compromised (Fig. 3c). These results indicate that epididymal sperm maturation was defective as a consequence of *Nicol* deletion.

**Fig. 3:**
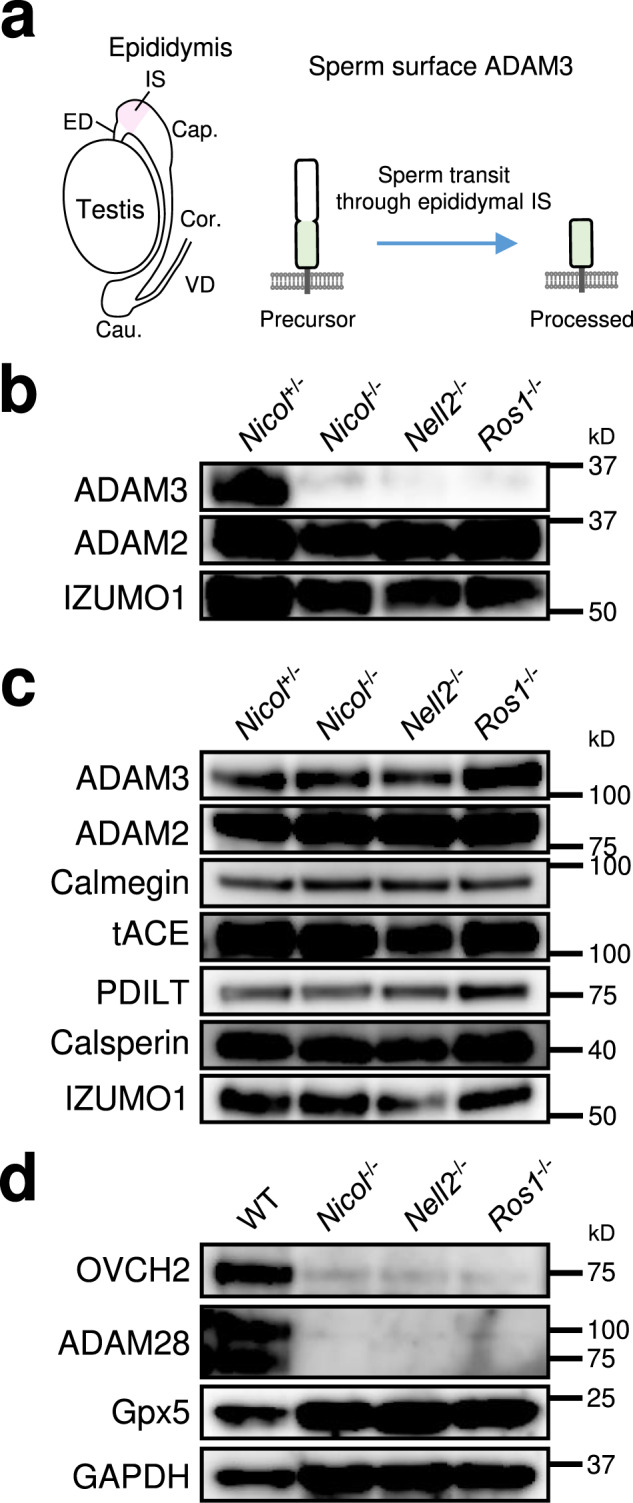
Defective epididymal sperm maturation in *Nicol*^−/−^ male mice. **a** A schematic representation of ADAM3 processing during sperm transit through epididymal IS. **b** Expression of proteins associated with sperm ability to migrate into the oviduct and ZP binding of cauda epididymal sperm from *Nicol*^+/−^ and *Nicol*^−/−^ mice. **c** Expression of proteins associated with sperm ability to migrate into the oviduct and ZP binding in testicular germ cells from *Nicol*^+/−^ and *Nicol*^−/−^ mice. **d** Expression of OVCH2 and ADAM28 in WT, *Nicol*^−/−^, *Nell2*^−/−^, and *Ros1*^−/−^ IS-caput epididymis. Gpx5 and GAPDH shown as internal controls. Images are representative ones obtained from three independent biological replicates (**b**–**d**).

The secreted proteases ovochymase 2 (OVCH2) and ADAM28 are abundantly expressed in caput epididymis^10,23^ and potentially act on the sperm surface. Males lacking OVCH2 are unable to process sperm ADAM3 and are sterile because of defective sperm migration into the oviduct^10,24^. Expression levels of OVCH2 and ADAM28 were significantly diminished in the IS-caput epididymis in *Nicol*^−/−^ mice compared with wild-type (WT) mice (Fig. 3d), indicating that aberrant ADAM3 processing in sperm in *Nicol*^−/−^ mice is a consequence of attenuated OVCH2 expression.

### Epithelial differentiation is ablated in *Nicol*^−/−^ epididymis

OVCH2 is induced upon differentiation of the epididymal initial segment (IS) epithelium in a lumicrine-dependent manner^10^. The luminal epithelium differentiated postnatally and thickened in WT IS but remained thin and did not differentiate in *Nicol*^−/−^ mice (Fig. 4a–d and Supplementary Fig. 3). The degenerated IS was apparently a phenocopy of *Nell2*^−/−^ (Fig. 4e), *Ros1*^−/−^ (Fig. 4f), efferent duct-ligated (Fig. 4g), or *Kit*^*W*/*W-v*^ (*W*/*W*^*v*^, Fig. 4h) mice, which show impaired lumicrine signalling^6,10,12^. No apparent histological abnormalities were observed in the corpus and cauda epididymis in *Nicol*^−/−^ mice (Supplementary Fig. 4).

**Fig. 4:**
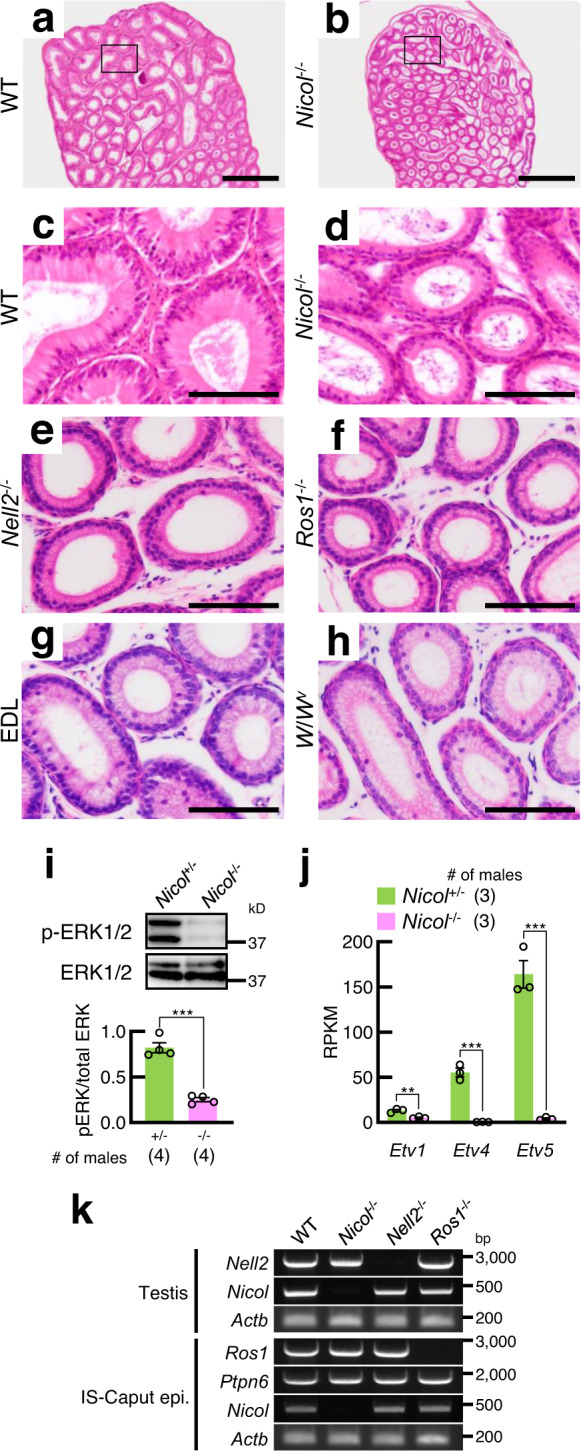
Defective epididymal IS epithelium differentiation in *Nicol*^−/−^ mice is a phenocopy of other lumicrine signalling-deficient mice. **a**–**h** HE staining of IS sections of epididymis from WT (**a**, **c**), *Nicol*^−/−^ (**b**, **d**), *Nell2*^−/−^ (**e**), *Ros1*^−/−^ (**f**), efferent duct-ligated (EDL) (**g**), and *W*/*W*^*v*^ (**h**) mice. Bars, 500 μm (**a**, **b**), 100 μm (**c**–**h**). Images are representative ones obtained from three (**a**–**d**, **g**, **h**) or five (**e**, **f**) independent biological replicates. **i** Immunoblot detection of phosphorylated and total ERK1/2 in *Nicol*^+/−^ (green columns) and *Nicol*^−/−^ (pink columns) IS-caput epididymis. Average ERK phosphorylation levels and S.E. shown. **j** RNA expression of ERK downstream transcription factor genes *Etv1*, *Etv4*, and *Etv5* in *Nicol*^+/−^ and *Nicol*^−/−^ IS-caput epididymis. Average and S.E. shown. RPKM, reads per kilobase per million. **k** RT-PCR analyses of *Nell2*, *Nicol*, *Ros1*, and *Ptpn6* expression in *Nicol*^−/−^ testis and caput epididymis. *Actb* shown as internal control. Images are representative ones obtained from three independent biological replicates. For bar plots, values are shown as mean ± S.E.M. *P* value = 0.0001 (**i**) and 0.006, 0.0004, and 0.0005 for *Etv1*, *Etv4*, and *Etv5*, respectively (**j**), were determined by a two-tailed unpaired Students’ *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

Differentiation of the IS epithelium is regulated by NELL2–ROS1-mediated lumicrine signalling^10^. ROS1 autophosphorylation activates the extracellular signal-regulated kinase (ERK) signalling pathway^25^. ERK1/2 phosphorylation levels in the IS-caput epididymis were lower in *Nicol*^−/−^ compared with control heterozygous mice (Fig. 4i), similar to *Nell2*^−/−^, *Ros1*^−/−^, and efferent duct-ligated mice^10,12,26^. RNA-seq analyses clearly showed that most downregulated genes in the IS-caput epididymis were common to *Nicol*^−/−^ and *Ros1*^−/−^ mice (Supplementary Fig. 5). In addition, expression levels of *Etv1*, *Etv4*, and *Etv5*, which are located downstream of the ERK signalling pathway, were also significantly decreased in the *Nicol*^−/−^ IS-caput epididymis (Fig. 4j). 

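For this comparison, the IS-caput epididymis, the initial segment dissected together with the caput, was taken from mice given in the sample labels as 14 weeks old, and 3 libraries each of Nicol+/-, Nicol-/- and Ros1-/- mice are deposited. The series' description speaks of 4 per genotype, while the sample list and the paper's figures hold 3, and whether more were made than are listed is not stated. No Ros1+/- library was part of the comparison, so both knockouts are set against the same 3 Nicol+/- libraries. The authors made stranded libraries from mRNA, mapped the single-ended reads to the mouse genome mm10 with TopHat 2.1.1 and calculated RPKM, the reads of a gene scaled by its exon length and by the mapped reads of the library, with Cufflinks 2.2.1. The gene annotation, the handling of reads with several matches and the strand setting are not given in the sources used here. The deposited values are normalized RPKM and normalized counts of 24346 genes. The normalized counts sum to between 11985015 and 13358623 per library, because the authors had scaled the libraries to one another. Low normalized counts are nearly all whole multiples of a single step per library, and dividing by that step gives an estimated depth of 8189631, 16595573 and 15636555 reads in the Nicol+/- libraries, 9087973, 8721238 and 15153121 in Nicol-/- and 15431226, 15500656 and 11540364 in Ros1-/-. Genes with an RPKM of at least 1 in at least 3 of the 9 libraries were tested, which kept 13647. Their values were compared as log2(RPKM + 1) with limma in a single fit of the 9 libraries, and a gene was called lower or higher at a Benjamini-Hochberg adjusted p under 0.05. Fold changes below are on this scale, which understates the change of genes with low RPKM. The targeted genes were read first. Gm1673, the gene that encodes NICOL, stood at 8.69, 9.09 and 6.05 RPKM in the Nicol+/- libraries and was listed at 0 in each of the 3 Nicol-/- libraries. In Ros1-/- it stood at 19.6, 16.8 and 16.6 RPKM. The Nicol+/- controls carry an allele from which all Nicol exons were excised. Their difference from Ros1-/- in Gm1673 therefore cannot be taken as an effect of the loss of ROS1. Ros1, the receptor gene, stood at 40.7, 41.9 and 48 RPKM in Nicol+/- and at 8.06, 8.24 and 9.32 RPKM in Ros1-/-, where some reads of the gene were still counted. The paper states in general that experiments were repeated biologically, but its text does not give the animals behind each RNA-seq library, so the p-values measure the spread between these libraries.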

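The largest falls without NICOL included a lipocalin gene, a cystatin-family gene and a beta-defensin gene, which were lower in both knockouts. Lcn8, a lipocalin of the epididymal fluid, had 13760.1 ± 3507 RPKM (SD, n = 3) in Nicol+/-, 5.83 ± 3.27 RPKM (SD, n = 3) in Nicol-/- and 4.48 ± 1.1 RPKM (SD, n = 3) in Ros1-/-. Cst8, a member of the cystatin family of protease inhibitors, had 2072 ± 231, 3.78 ± 2.92 and 1.93 ± 0.166 RPKM (SD, n = 3 each) in the same order. The beta-defensin gene Defb48 had 6565 ± 2425, 8.57 ± 3.16 and 5.37 ± 1.78 RPKM (SD, n = 3 each). Against Nicol+/-, 1628 genes were lower and 1221 higher in Nicol-/-, and 1810 were lower and 1299 higher in Ros1-/-, by limma at an adjusted p under 0.05. Of the 1628 genes lower in Nicol-/-, 1265 (77.7%) were also lower in Ros1-/-, and 1619 (99.4%) had a fold change of the same sign there. Among the 100 largest falls in Nicol-/-, 98 were lower in both knockouts. Of the 1221 genes higher in Nicol-/-, 552 (45.2%) were also higher in Ros1-/-, and 1089 (89.2%) had the same sign, while among the 100 largest rises 39 were higher in both. Among the shared rises were Gldn, which encodes gliomedin, with 7.13 ± 0.623 RPKM in Nicol+/-, 31.8 ± 3.46 in Nicol-/- and 27.4 ± 4.58 in Ros1-/- (SD, n = 3 each), and Mt3, a metallothionein, with 16.3 ± 4.21, 65.1 ± 27.6 and 48.2 ± 5.88 RPKM. Tested directly, 27 of the 1628 lower and 87 of the 1221 higher genes differed between the knockouts. These counts rest on single libraries. The 157 genes lower and 55 higher in Ros1-/- than in Nicol-/- came to 5 and 4 without Ros1-/- replicate 1. Rn45s, the precursor of ribosomal RNA, which a poly(A) selection should remove, stood at 906, 1185 and 592 RPKM in Nicol+/-, 1922, 1934 and 2579 in Nicol-/- (adjusted p = 0.0662 from limma) and 4699.8, 6356 and 17294 in Ros1-/- (adjusted p = 0.00112 from limma). For comparison, 3 groups without any change were simulated 20 times, with a shared control group and with noise drawn independently for each gene. They shared 0 genes called by limma in either direction (at most 101 lower and 90 higher at an unadjusted p under 0.05). Without change nearly no gene passes the adjustment, so this 0 follows from the setting. Variation that genes have in common, which could add shared genes, was not simulated. Independent lists of these sizes would share 215.9 lower and 116.2 higher genes. Across genes, the fold changes of the knockouts had a correlation of 0.872 where the simulated groups had 0.497, and a covariance of 0.344 where the simulated groups had 0.0196, a difference of 0.324. With 3 controls the control libraries could not be divided between the comparisons, so part of the excess in shared genes and in the correlation may come from sharing them, while the covariance that shared controls add is the same with or without changed genes. Leaving out Nicol+/- replicate 3 brought the shared lower genes to 781 and the shared higher genes to 229, and the shared higher genes also came to 348 without Nicol-/- replicate 1, 270 without Ros1-/- replicate 1 and 340 without Ros1-/- replicate 2. With quantile normalization, 1429 genes were lower and 1427 higher in Nicol-/-, and 1549 lower and 1641 higher in Ros1-/-. In both knockouts, 1109 were then lower and 757 higher. With median-ratio scaling, 1582 were lower and 1264 higher in Nicol-/-, and 1816 lower and 1306 higher in Ros1-/-. The excess of lower genes in each knockout was thus kept by median-ratio scaling and lost with quantile normalization, which gives all libraries the same distribution. 

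**Figure D1:**
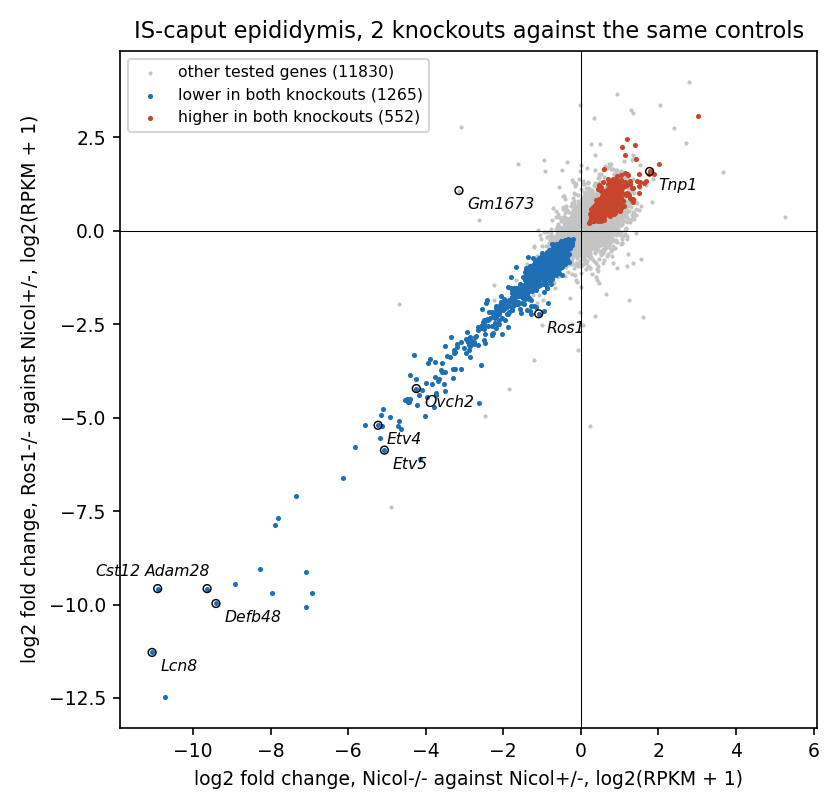
Fold change of each of the 13647 tested genes in Nicol-/- (horizontal axis) and in Ros1-/- (vertical axis) against the same 3 Nicol+/- libraries, as differences of mean log2(RPKM + 1). Blue points are the 1265 genes lower in both knockouts and red points the 552 higher in both by limma. Circles mark named genes, among which Gm1673 is lower in Nicol-/- and higher in Ros1-/-. The Nicol+/- controls carry a Gm1673 allele without its exons.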

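All 3 of these ETS-family transcription factor genes were lower in the Nicol-/- libraries, Etv4 and Etv5 to a small remnant and Etv1 less completely. Etv4, on chromosome 11 from 101769747 to 101785310 of mm10, had 55.3 ± 8.57 RPKM (SD, n = 3) in Nicol+/- and 0.492 ± 0.129 RPKM (SD, n = 3) in Nicol-/-, a log2 fold change of -5.23 (standard error 0.17, adjusted p = 2.23e-07 from limma). Etv5, on chromosome 16 from 22381313 to 22439570, had 164 ± 26.5 and 4.06 ± 1.69 RPKM (SD, n = 3 each), a log2 fold change of -5.06 (standard error 0.21, adjusted p = 8.34e-07 from limma). Etv1, on chromosome 12 from 38780082 to 38870483, had 13 ± 2.25 and 5.32 ± 1.14 RPKM (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.16, adjusted p = 0.00134 from limma). In the Ros1-/- libraries Etv4 had 0.537 ± 0.316 RPKM, Etv5 1.81 ± 0.275 RPKM and Etv1 2.36 ± 0.304 RPKM (SD, n = 3 each), and Etv1 was lower there than in Nicol-/- (log2 fold change -0.90, adjusted p = 0.0312 from limma), a call that was lost without Nicol-/- replicate 1 or 2 or any 1 of the Ros1-/- libraries. For each of these genes every Nicol+/- library lay above every Nicol-/- library, for which an exact permutation test of 3 against 3 gives p = 0.1, the smallest it can reach. Of 26 measured targets and feedback regulators of ERK signalling, these 3 among them, 18 were lower, 2 higher and 6 did not pass in Nicol-/- (18 lower and 4 higher when adjusted over the list alone), with a median log2 fold change of -0.94. The list was lower as a set by limma's camera (adjusted p = 7.4e-08 with a preset correlation, but adjusted p = 0.414 with an estimated correlation). Dusp6, a phosphatase that inactivates ERK, had 50 ± 10.7 RPKM in Nicol+/- and 5.88 ± 0.695 RPKM in Nicol-/- (SD, n = 3 each). Spry1, an inhibitor of the pathway, had 48.6 ± 5.81 and 13.4 ± 1.2 RPKM. The members called higher were Myc (0.53) and Emp1 (0.52), whose calls were lost without Nicol+/- replicate 2, that of Myc also without Nicol+/- replicate 3 or Nicol-/- replicate 1, and that of Emp1 also without Nicol+/- replicate 1, Nicol-/- replicate 2 or 3 or Ros1-/- replicate 1. 

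**Figure D2:**
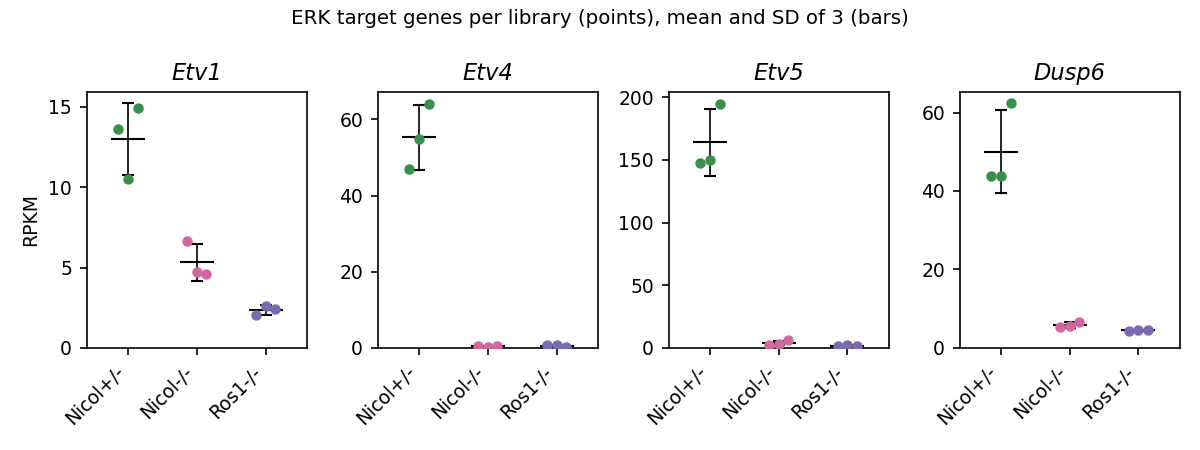
RPKM of Etv1, Etv4, Etv5 and Dusp6 in each library (points) of Nicol+/-, Nicol-/- and Ros1-/- IS-caput epididymis, with the mean and SD of 3 libraries as bars. In each panel the 3 Nicol+/- points lie above those of both knockouts.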

As observed in the spermatozoa of *Ros1*^−/−^ mice^8^, the flagella of *Nicol*-null spermatozoa became bent during epididymal transit and the sperm motility characterized by computer-assisted sperm analysis (CASA) altered slightly (Supplementary Fig. 6), endorsing the abnormality of sperm maturing function of *Nicol*^−/−^ IS epididymis. Collectively, these results show that differentiation of the epididymal IS is defective in *Nicol*^−/−^ mice.

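In the RNA-seq libraries, transcripts that mark the initial segment were nearly all lower in Nicol-/-, while several abundant caput transcripts were not. Of 30 initial segment genes, 29 were lower and 1 higher in Nicol-/- (the same counts when adjusted over the list alone), with a median log2 fold change of -5.09. This list was written after Supplementary Fig. 5 had been seen, so it is not independent evidence of the direction. It was lower as a set by limma's camera (adjusted p = 9.05e-35 with a preset correlation, but adjusted p = 0.196 with an estimated correlation). With an estimated correlation it did not pass with a block for the replicate number over the 9 libraries (adjusted p = 0.348) and passed with a block that pairs the Nicol+/- and Nicol-/- libraries by number (adjusted p = 0.00845). The latter block was added after seeing the data, and the replicate numbers are not stated to pair the libraries. Adam28, a member of the ADAM family, had 863 ± 256 RPKM in Nicol+/- and 0.0561 ± 0.027 RPKM in Nicol-/- (SD, n = 3 each). Cst12, a cystatin-family gene, had 2641 ± 896 RPKM in Nicol+/- (SD, n = 3) and was listed at 0 in Nicol-/- replicates 1 and 2 and at 1.32 RPKM in replicate 3. Of 12 measured genes of androgen action and metabolism, 2 were lower and 1 higher (the same counts when adjusted over the list alone). As a set they did not pass by camera (adjusted p = 0.604 with a preset correlation). Among all 13647 genes tested, 1628 were lower and 1221 higher. Srd5a1, a steroid reductase that makes dihydrotestosterone and is also on the initial segment list, fell from 13.3 ± 4.17 to 2.41 ± 0.621 RPKM (SD, n = 3 each). The exception among the initial segment genes was Ggt1, an enzyme of glutathione breakdown, which was higher (log2 fold change 0.71, adjusted p = 0.0325 from limma) but not past the threshold without Nicol-/- replicate 1 or 3 or Ros1-/- replicate 1 or 2. Of 26 measured genes of the caput outside the initial segment, 6 were lower, 2 higher and 18 did not pass (7 lower and 4 higher when adjusted over the list alone), and with either block 4 were higher. As a set they did not pass by camera (adjusted p = 0.913 with a preset correlation). Cst11, another cystatin-family gene, was among the lower ones (log2 fold change -3.50, adjusted p = 0.000137 from limma), and Clu, which encodes clusterin, among the higher ones (log2 fold change 1.12, adjusted p = 0.0283 from limma), though not without Nicol+/- replicate 3, Nicol-/- replicate 1 or 2 or Ros1-/- replicate 1. Gpx5, the caput glutathione peroxidase, had 31722 ± 7233 RPKM in Nicol+/- and 27453 ± 281 RPKM in Nicol-/- (SD, n = 3 each), a difference that did not pass (adjusted p = 0.681 from limma). Markers of other cells moved too. Of 14 endothelial markers 8 were lower (10 when adjusted over the list alone), of 14 smooth muscle markers 8 were higher and 1 lower (9 and 1 when adjusted over the list alone), and of 17 germ cell and sperm transcripts 8 were higher and 0 lower (9 and 0 when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05) in Nicol-/- by limma. With an estimated correlation these 3 lists did not pass by camera (adjusted p = 0.414, 0.414 and 0.512). The smooth muscle count came to 4 without Nicol+/- replicate 3 or Nicol-/- replicate 1 and 5 without Nicol+/- replicate 2, and the germ cell count to 3 without Nicol+/- replicate 3, 4 without Nicol+/- replicate 2 and 5 without Nicol-/- replicate 3. The paper concludes from its results collectively, the bent flagella and altered motility of the spermatozoa among them, that differentiation of the IS is defective in Nicol-/- mice.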

During lumicrine signalling, NELL2 binds to the extracellular region of ROS1, while SHP-1, a tyrosine phosphatase encoded by *Ptpn6*, binds to the ROS1 intracellular region to allow ROS1-mediated signalling^10,12,27^. Gene expression levels of *Nell2*, *Ros1*, and *Ptpn6* in the IS-caput epididymis and testis were not compromised in *Nicol*^−/−^ mice (Fig. 4k), implying a direct action of NICOL in the lumicrine signalling pathway.

### NICOL is a cofactor of NELL2

*Nicol* expression in the testis increases postnatally (Fig. 5a)^28^, and *Nicol* is expressed in both germ cells and Sertoli cells (Fig. 5b). Further analysis indicates that both *Nicol* and *Nell2* are strongly expressed in the spermatocyte subpopulation (Fig. 5b, c), and *Nicol* is expressed in *Nell2*-positive cells (Fig. 5d). Because of the presence of the blood–testis barrier formed by tight junctions between Sertoli cells (Fig. 5e), secretions from pachytene spermatocytes constitute the testicular luminal fluid, which flows via efferent ducts towards the epididymis. We investigated the molecular functions of NICOL in the luminal fluid by expressing recombinant NICOL protein in mammalian cells and purifying it from the conditioned medium (Supplementary Fig. 7). Purified recombinant NICOL protein conjugated to agarose beads specifically pulled down NELL2 (Fig. 5f). To confirm these findings in vivo, *Nicol* was expressed in a testicular germ cell-specific manner by the *Clgn* promoter-driven *Nicol* transgene^29^. NELL2 was co-immunoprecipitated with NICOL from testis lysates of mice carrying the *Clgn-Nicol* and *Clgn-Nell2* transgenes, which enable testicular NICOL and NELL2 proteins to be immunodetected (Fig. 5g), confirming the potential of NICOL to function in a complex with NELL2 in vivo. The association rate constant *k*_a_, dissociation rate constant *k*_d_, and dissociation equilibrium constant *K*_D_ for the interaction between purified recombinant NELL2 and NICOL proteins determined by surface plasmon resonance technology were 7.2 × 10^4^ M^−1 ^s^−1^, 6.2 × 10^−3^ s^−1^, and 87 nM (Fig. 5h), respectively, indicating that NELL2 and NICOL constituted a tight heteromeric complex. In addition, NICOL-conjugated beads pulled down the ROS1 ectodomain, indicating that NICOL also bound to ROS1 (Fig. 5i). The NELL2–NICOL complex might thus be multivalent for ROS1 binding. These results suggest that NICOL modulates NELL2–ROS1-mediated lumicrine signalling by acting directly on NELL2.

**Fig. 5:**
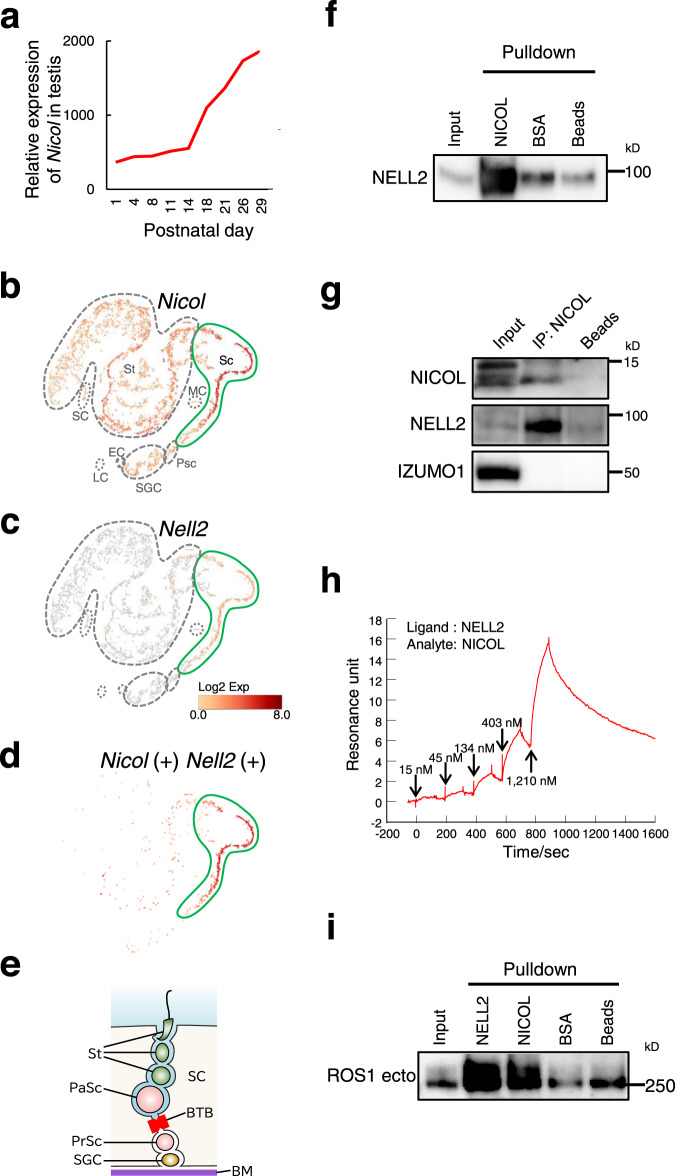
NICOL forms a complex with NELL2. **a** RNA expression profile of *Nicol* in developing testis. **b–d** *t*-distributed stochastic neighbour embedding plots of adult mouse testis single-cell RNA-seq data representing *Nicol* (**b**) and *Nell2* (**c**) expression. *Nicol* expression in *Nell2*-expressing cells is also shown (**d**). *Nicol* is broadly expressed with highest expression in leptotene, pachytene, and diplotene spermatocyte populations, which also show the highest *Nell2* expression. SGC spermatogonial stem cells, P Preleptotene spermatocytes, LZPD leptotene, zygotene, pachytene, and diplotene spermatocytes, St spermatids, SC Sertoli cells, EC endothelial cells, MC myoid cells, LC lymphatic cells. **e** Schematic representation of seminiferous tubule histology. SGC spermatogonial stem cell, PrSc preleptotene spermatocyte, PaSc pachytene spermatocyte, St spermatid, SC Sertoli cell, BTB blood–testis barrier, BM basement membrane. **f** In vitro NELL2 pulldown with NICOL or BSA. Images are representative ones obtained from three independent biological replicates. **g** Co-immunoprecipitation analyses of NICOL with NELL2 from *Clgn-Nicol* and *Clgn-Nell2* testis lysate. Izumo sperm-egg fusion protein 1 (IZUMO1) shown as an internal negative control. Images are representative ones obtained from three independent biological replicates. **h** Kinetics of NELL2–NICOL interaction analysed by surface plasmon resonance technology. Binding of NICOL at indicated concentrations onto immobilized NELL2. **i** In vitro ROS1 ectodomain pulldown with NELL2, NICOL, or BSA. The image is representative one obtained from three independent biological replicates.

### NICOL is a component of lumicrine signalling

*Nicol* is expressed in the epididymis and *Nicol* ablation caused defective epididymal IS differentiation; however, the above in vivo and in vitro observations suggest that NICOL expressed in the testis acts together with NELL2 to secure testis–epididymis lumicrine signalling. We examined the action of NICOL in lumicrine signalling by restricting *Nicol* expression only in the testis (Fig. 6a, b). Introduction of the *Clgn-Nicol* transgene into a *Nicol*^−/−^ genetic background successfully rescued IS differentiation and accordingly increased the height of the IS epithelium (Fig. 6c, d). Phosphorylation of ERK and expression of ETV5, OVCH2, and ADAM28, which are induced during epididymal IS differentiation^10^, were also restored (Fig. 6e), and the processing of ADAM3 to a mature form was also restored in cauda spermatozoa of *Nicol*^−/−^/*Clgn-Nicol* mice (Fig. 6f). Infertility of *Nicol*^−/−^ male mice was accordingly completely rescued by testicular germ cell-specific NICOL expression using the *Clgn-Nicol* transgene (Fig. 6g). Collectively, these results indicate that NICOL functions in vivo as a component of lumicrine signalling and plays a crucial role in epididymal-mediated sperm maturation.

**Fig. 6:**
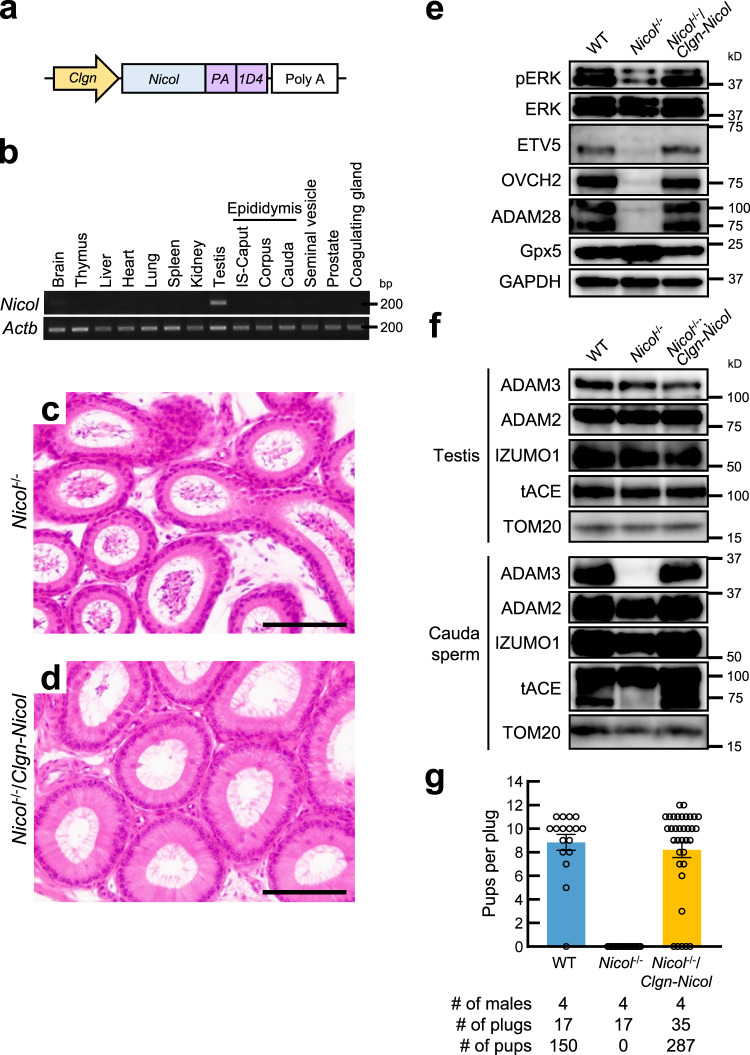
Testicular germ cell-specific expression of *Nicol* rescued epididymal differentiation, sperm maturation, and male infertility in *Nicol*^−/−^ mice. **a** Schematic representation of transgene *Clgn-Nicol*. **b** RT-PCR analyses of *Clgn-Nicol* transgene in brain (Br), testis (Te), and caput epididymis (Cap) in *Nicol*^−/−^/*Clgn-Nicol* mice. *Actb* shown as internal control. Images are representative ones obtained from three independent biological replicates. **c**, **d** HE staining of *Nicol*^−/−^ (**c**) and *Nicol*^−/−^/*Clgn-Nicol* (**d**) IS. Bars, 100 µm. **e** Immunoblot analyses of phosphorylated ERK, ETV5, OVCH2, and ADAM28 in WT, *Nicol*^−/−^, and *Nicol*^−/−^/*Clgn-Nicol* IS-caput epididymis. Gpx5 and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) shown as internal controls. Images are representative ones obtained from three independent biological replicates. **f** Immunoblot analyses of mature ADAM3 expression in WT, *Nicol*^−/−^ and *Nicol*^−/−^/*Clgn-Nicol* cauda epididymal sperm. **g** Litter sizes of WT, *Nicol*^−/−^, and *Nicol*^−/−^/*Clgn-Nicol* males. Images are representative ones obtained from three independent biological replicates (**e**, **f**). For bar plots, values are shown as mean ± S.E.M.

## Discussion

Epididymal sperm maturation is essential for their fertilization ability; however, the molecular mechanisms mediating this maturation are poorly understood compared with the mechanisms regulating testicular spermatogenesis. Lumicrine signalling in the male reproductive tract has been shown to function as a master regulator of sperm maturation and its molecular mechanisms have been partially elucidated^10,24^. Although various factors are predicted to play roles in the series of lumicrine regulatory mechanisms, i.e., expression of secreted factors in the testis, trans-luminal transport, reception of testicular secreted factors in the epididymis, and activation of the epididymal sperm maturation machinery, few of the responsible factors and their functions have been identified to date. Sperm defects or dysfunction are the most common causes of infertility^30^, and elucidation of the pathways participating in the lumicrine regulation of sperm maturation is therefore essential to clarify the causes of male infertility. The current findings revealed the involvement of the small secreted protein NICOL in lumicrine signalling, and showed that NICOL functions together with NELL2 to constitute a testis-derived lumicrine factor that triggers epididymal differentiation.

Based on the present study, a current model of lumicrine signalling system is suggested (Fig. 7). The testicular seminiferous luminal fluid is generated by the function of ion transporters and aquaporins in Sertoli cells^31^ and NICOL is secreted by exocytosis into seminiferous luminal fluid where it can form a complex together with NELL2 (Fig. 7a). NICOL and NELL2 are transported from testis toward epididymis by the luminal fluid flow (Fig. 7b). Although spermatozoa are suggested to be as the carrier of lumicrine factor molecules^32^, they seem dispensable for lumicrine signalling as the IS differentiation starts before the completion of the first wave of spermatogenesis (Supplementary Fig. 3)^33^. On the apical surface of IS epithelial cells, NICOL-NELL2 complex bind and multimerize ROS1 to trigger IS differentiation which is necessary for sperm maturation (Fig. 7c).

**Fig. 7:**
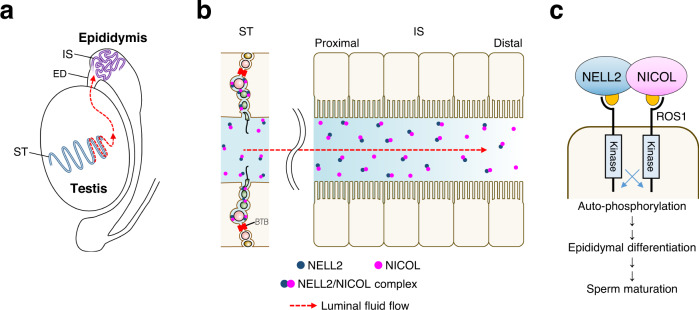
Possible working model of NICOL in lumicrine signalling. **a** The luminal fluid inside testicular seminiferous tubules flows and reaches epididymal IS via efferent duct. **b** The NELL2 and NICOL proteins secreted into seminiferous luminal fluid form a complex and reach the epididymal IS by the luminal flow. Spermatocytes seems to play a critical role in lumicrine factor secretion as they express both *Nell2* and *Nicol* at the highest level in testicular cells. A contribution to the luminal NICOL protein by testicular and epididymal cells other than germ cells is not excluded, although such a non-germ cell contribution is dispensable. See also Fig. 4e for the schematic representation of a seminiferous tubule. **c** On IS cell surface NELL2-NICOL complex binds to ROS1 leading to its multimerization and subsequent self-activation, which eventually induces IS differentiation and sperm maturation.

There is a growing social need for male contraceptives. However, the development of hormone-based male contraceptives is undesirable because of the potential side effects associated with the modulation of testosterone production, which acts to maintain sexual function as well as bone and muscle mass^34^. There are currently no non-hormonal male contraceptives on the market, and efforts are therefore focused on identifying sperm-specific proteins and pathways that could serve as drug targets for the development of safe and effective male contraceptives. Targeting sperm production by depleting spermatogenic cells or interrupting spermatogenesis seems less suitable because it alters the cellular composition and microenvironment in the testis, which may in turn trigger the hypothalamus–pituitary–testis feedback system and cause toxic side effects. Lumicrine signalling-mediated sperm maturation could be an alternative target for male contraceptive pills, and inhibition of ROS1 kinase activation has been identified as a possible target for male contraception. Although attempts to use crizotinib, a tyrosine kinase inhibitor developed against c-Met but also effective against ALK and ROS1 tyrosine kinases^35–37^, for male contraception were unsuccessful^38^, the identification of NICOL as a component of NELL2 and ROS1-mediated lumicrine signalling reported here would expand the options to develop male contraceptives with fewer off-target effects, based on a molecular basis including eliminating interactions among NICOL, NELL2, and ROS1.

## Methods

### Animals

B6D2F1 and *W*/*Wv* mice were purchased from Japan SLC, Inc. *Nell2* knockout (KO) mice, *Ros1* KO mice, *Clgn*-*Nell2* transgenic mice, *Adam3* KO mice, and red body green sperm (RBGS) transgenic mice were obtained previously^10,16,39^. For efferent duct ligation, the efferent ducts of 10-week-old B6D2F1 males were unilaterally ligated and the ipsilateral epididymis was excised 4 weeks after ligation. *Nicol* KO mice (B6D2-Gm1673 <em1Osb>) were generated on a B6D2F1 background using CRISPR/Cas9-mediated genome editing. Briefly, crispr (cr) RNA#1 and crRNA#2 (Sigma, custom synthesis), SygRNA SpCas9 tracrRNA (Sigma, #TRACRRNA05N-5NMOL), and TrueCut™ Cas9 Protein v2 (ThermoFisher, #A36496) were injected into fertilized eggs. The crRNA sequences and genotyping primer sequences are listed in Supplementary Tables 1, 2, respectively. *CAG-Nicol* and *Clgn-Nicol* transgenic mice were generated by injecting a DNA fragment carrying the *CAG* or *Clgn* promoter^16^, respectively, a cDNA encoding NICOL-PA-Rho1D4, and a polyadenylation signal into pronuclei of fertilized B6D2F1 eggs. The mouse lines generated in this study have been deposited as frozen sperm at the RIKEN BioResource Research Center (BRC) and Center for Animal Resources and Development (CARD) at Kumatomo University, where they will be made available to all researchers. The BRC and CARD repository IDs for the gene-modified mouse lines generated in this study are as follows: B6D2-Gm1673<em1Osb>, RBRC11231 and 3035; B6D2-Tg(Clgn-Gm1673/PA/1D4)2Osb, RBRC11479 and 3123; B6D2-Gm1673<em1Osb> Tg(CAG-Gm1673/PA/1D4)1Osb, and RBRC11486 and 3130, respectively. Because of the difficulty in dissecting IS separately from caput epididymis especially in mutant mice in which IS differentiation is ablated, the IS was dissected together with the caput and such tissue dissection was indicated by the description “IS-caput.” Animals were maintained under 12 h light (8:00–20:00) and 12 h dark (20:00–8:00) cycle, ambient temperature of 21 ± 1 °C, and 55 ± 10% humidity. All experiments involving animals were approved by the Institutional Animal Care and Use Committees of Osaka University (Osaka, Japan) and were conducted in compliance with the university guidelines and regulations for animal experimentation.

### Mating test

Male mice were mated with 2-month-old B6D2F1 WT female mice for several months. Females were inspected for copulatory plug formation and delivery every morning.

### In vitro fertility test

Spermatozoa isolated from the cauda epididymis were dispersed in a drop of Toyoda, Yokoyama, Hoshi (TYH) medium^40^ covered with paraffin oil and capacitated by incubating for 2 h at 37 °C under 5% CO_2_. Cumulus–oocyte complexes (COCs) were collected from superovulated B6D2F1 females, placed in a TYH drop, and treated with 300 µg/ml hyaluronidase (Sigma, #H4272) for 5 min to remove the cumulus layer. The ZP was removed from cumulus-free oocytes by treating with 1 mg/ml collagenase (Sigma, #C5138) for 5 min. The capacitated spermatozoa were then added to the oocytes in the TYH drop at final concentrations of 2 × 10^5^, 2 × 10^5^, and 2 × 10^4^ spermatozoa/ml for cumulus-intact, cumulus-free, and ZP-free oocytes, respectively. After 8 h of insemination, the formation of pronuclei was examined. Two-cell zygotes derived from cumulus-intact oocytes were developed into blastocysts in vitro or transplanted into pseudopregnant ICR females to obtain pups.

### Sperm motility analysis

Spermatozoa were isolated from the cauda epididymis and suspended into a 100 µl drop of TYH medium. After 10 min or 120 min incubation, spermatozoa were obtained from the top of the drops and CASA was done using the CEROS II (software version 1.5; Hamilton Thorne Biosciences, Beverly, MA, USA) sperm analysis system.

### Antibodies

The following primary antibodies were used: mouse monoclonal anti-ADAM2 (#MAB19292; Millipore, Temecula, CA, USA), anti-ERK1/2 (#4695) and anti-phospho-ERK1/2 (#4370) (Cell Signaling Technology), anti-ADAM28 (#22234-1-AP), anti-NELL2 (#11268-1-AP), and anti-ETV5 (#13011-1-AP) (all ProteinTech), anti-PRSS37 (#HPA020541), anti-ADAM7 (#HPA008879), and anti-FLAG (#F1804) (all Sigma), anti-ADAM3 (#sc-365288), anti-Gpx5 (#sc-390092), and anti-TOM20 (#sc-11415) (all SantaCruz), anti-5xHis (#34460; Qiagen), rat monoclonal anti-PA (#012-25863; Fujifilm Wako, Japan), and mouse monoclonal anti-1D4 (#40020; Cube Biotech, Monheim, Germany). Rabbit polyclonal antibodies against CLGN, CALR3, PDILT, and OVCH2, mouse monoclonal antibody against tACE, and rat monoclonal antibody against IZUMO1 were obtained as described previously^10,19–21,41^. The following secondary antibodies were also used: peroxidase-conjugated goat anti-rabbit IgG (#111-036-045), goat anti-rat IgG (#112-035-167) and goat anti-mouse IgG (#115-036-062) (all Jackson ImmunoResearch).

### In silico data analysis

GDS403, a microarray dataset for mouse spermatogenesis, was downloaded from the NCBI website. The microarray data were incorporated into Microsoft Excel software and processed according to their expression levels. Single-cell transcriptome data for the murine testis^42^ were obtained from https://data.mendeley.com/public-files/datasets/kxd5f8vpt4/files/76bcfd95-5fc5-4256-94cf-a21984138ea5/file_downloaded, and gene expression levels were re-analysed and visualized using Loupe Cell Browser 6.1.0 (10X Genomics).

### Transcript analyses

Total RNA was isolated from mouse tissues using TRIzol reagent (ThermoFisher, #15596026) or an RNeasy mini kit (Qiagen, #74104) for RT-PCR as follows: cDNAs were synthesized from total RNAs using Superscript IV First-Strand Synthesis System (Invitrogen, #18091050) and oligo dT primer according to the manufacturer’s instructions. cDNA corresponding to 10 ng of total RNA was used as a template for PCR. The primer sequences and thermal cycling conditions are indicated in Supplementary Table 3. RNA-seq of epididymal transcripts was performed as follows: libraries for sequencing were prepared from isolated RNAs using a TruSeq stranded mRNA sample prep kit (Illumina, #20020594) and sequenced on a NovaSeq6000 (Illumina) using 101 bp single-ended mode. The obtained sequence reads were mapped onto a mouse reference genome (mm10) using TopHat ver. 2.1.1^43^. Reads per kilobase of exon per million mapped reads (RPKM) values were calculated for each gene using Cufflinks ver. 2.2.1^44^. The obtained RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE206174.

### Plasmids for protein purification

cDNAs encoding mouse NICOL followed by PA and Rho1D4 epitope tags or 6xHis were cloned into a pCAG vector containing the *CAG* promoter and a rabbit globin poly(A) signal. The plasmid to express C-terminally 6xHis-tagged NELL2 was prepared as described previously^10^. A cDNA encoding the ROS1 extracellular domain followed by 8xHis and Rho1D4 epitope sequence was cloned into the pCAG vector.

### Recombinant protein expression and purification

Human 293-F cells (Gibco, #R79007) were cultured in HE400/AZ chemically defined medium (Gmep, Japan, #HE400AZ-0010) and 6xHis-tagged recombinant NELL2 and NICOL proteins were transiently expressed in 293-F cells using a Gxpress 293 Transfection Kit (Gmep, #GX293-RK-0010) according to manufacturer’s instructions. After 5 days of culture, the conditioned medium was harvested by brief centrifugation and the proteins were precipitated by ammonium sulphate at a final concentration of 80%. The precipitate isolated by filtration was then dissolved in 20 mM Tris-HCl pH8.0, 30 mM imidazole, and 1 mM phenylmethylsulfonyl fluoride and loaded onto Ni-NTA agarose resin (Qiagen, #30210). After washing with 20 mM Tris-HCl pH8.0, 30 mM imidazole, and 150 mM NaCl, the bound protein was eluted with 300 mM imidazole pH8.0, desalted using a PD-10 gel filtration column (Cytiva, #17085101) pre-equilibrated with phosphate-buffered saline (PBS), and stored at −80 °C until use. Protein concentration was determined by using a Pierce™ BCA Protein Assay Kit (ThermoFisher, #23225).

### Protein interaction assays

A total of 100 µg of each purified protein was conjugated with 25 μl bed volume of NHS-activated agarose (ThermoFisher, #26200). For NELL2 pulldown, purified recombinant NELL2^10^ was applied to protein-conjugated beads, and for ROS1 pulldown, ROS1 ectodomain tagged with 8xHis and Rho1D4 was transiently expressed in 293 F cells, and the transfected cells were lysed with lysis buffer. Cell lysate (1 ml of 1 mg protein/ml) was mixed with 25 μl bed volume of protein-conjugated agarose beads and incubated overnight at 4 °C with gentle rotation. The beads were then washed three times with 1 ml of lysis buffer, and bound proteins were separated by SDS-PAGE for subsequent immunoblot analysis. Anti-NELL2 antibody and anti-Rho1D4 antibody were used to detect NELL2 and ROS1 ectodomain, respectively.

Surface plasmon resonance assay was carried out by immobilizing purified NELL2 protein onto a series S sensor chip CM5 (Cytiva, #29104988) as a ligand. Purified NICOL protein dissolved in PBS was loaded as an analyte and its association and dissociation kinetics were monitored using Biacore T200 (Cytiva).

*Clgn-Nell2* and *Clgn-Nicol* transgenic mouse testes were homogenized in lysis buffer and protein was extracted. NICOL protein was immunoprecipitated with anti-Rho1D4 monoclonal antibody and Dynabeads protein G (ThermoFisher, #10003D). The immunoprecipitates were analysed by SDS-PAGE followed by immunoblotting and NICOL and NELL2 were detected using anti-PA and anti-NELL2 antibodies, respectively.

### Immunoblot analyses

Tissues were homogenized in lysis buffer (20 mM Tris-HCl pH7.4, 150 mM NaCl, 1% TritonX-100) containing protease inhibitor cocktail (Nacalai Tesque, Japan, #25955-24) and phosphatase inhibitor cocktail (Nacalai Tesque, #07575-51). The homogenates were gently rotated at 4 °C for 30 min, centrifuged at 12,000 × *g* at 4 °C for 15 min, and the supernatants were then recovered as crude tissue protein extracts. The protein extracts were separated by SDS-PAGE using e-PAGEL precast gel (Atto, Japan, #E-T/R/D520L) under reducing conditions. Precision Plus Protein Dual Color Standards (Bio-Rad, #1610374) was used as a molecular weight standard. The separated proteins were electrotransferred onto Immobilon-P polyvinylidene difluoride membranes (Merck, #IPVH00010). After blocking with 3% bovine serum albumin (BSA)/TBST, the membranes were incubated overnight with primary antibodies at the indicated dilution (Supplementary Table 4), followed by incubation with horseradish-peroxidase conjugated secondary antibodies. The immunoblot signals were developed using Chemi-Lumi One Super (Nacalai Tesque, #02230) and captured using Amersham ImageQuant 800 (Cytiva).

### Fertility test

Male mice were mated with 2-month-old B6D2F1 WT female mice for several months and females were inspected for the formation of copulatory plugs and delivery every morning. Average litter sizes are presented as the total number of pups born divided by the number of litters for each genotype.

### In vivo sperm migration assay

Male mice carrying the RBGS transgene were mated with WT female mice and the uterus and oviducts were excised 2 h after copulation and placed onto a glass slide. The localization of spermatozoa in the female reproductive tract was visualized by red fluorescence using a fluorescence microscope (BZ-8000; Keyence Corporation, Osaka, Japan).

### In vitro sperm–egg binding assay

The cumulus layer was removed from oocytes by treating with 300 µg/ml hyaluronidase. Cumulus-free oocytes were incubated with spermatozoa isolated from the cauda epididymis and pre-incubated for 2 h in TYH medium at the concentration of 2 × 10^5^ sperm/ml. After 30 min incubation the oocytes were fixed with 0.25% glutaraldehyde and observed under an inverted microscope (IX70; Olympus, Tokyo, Japan) and spermatozoa bound to the ZP were counted.

### Histology

Tissues were fixed with 4% formaldehyde/PBS overnight, immersed in paraffin, sectioned at 5 μm using a microtome, stained with periodic acid–Schiff or hematoxylin and eosin (HE) and photographed using a system microscope (BX53; Olympus).

### Data representation

Graph representation was performed with GraphPad Prism9.2.0 (MDF).

### Statistical analysis

All experiments were repeated biologically at least three times and similar results were obtained. All statistical analyses were performed using Student’s *t*-tests (unpaired two-sided) with Microsoft Excel 2019 (Microsoft). In experiments in which statistical test (two-tailed Student’s t-test) was done, the sample size was determined as follows: Cohen’s *d* = 4, α error probability = 0.05, and power = 0.8. From these values the sample size for each experimental group was estimated as 3, therefore the sample sizes were 3 ≥ n.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided with this paper. RNA-seq data generated in this study have been deposited in NCBI GEO under accession code GSE206174. Mouse reference genome information is publicly available from NCBI website [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/]. The main data supporting the results of this study are available from the publisher’s website or corresponding authors. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: A small secreted protein NICOL regulates lumicrine-mediated sperm maturation and male fertility
**Source:** Nat Commun. 2023 Apr 24;14:2354. doi: 10.1038/s41467-023-37984-x
**Supplement:** Supplementary file 1 — Supplementary information

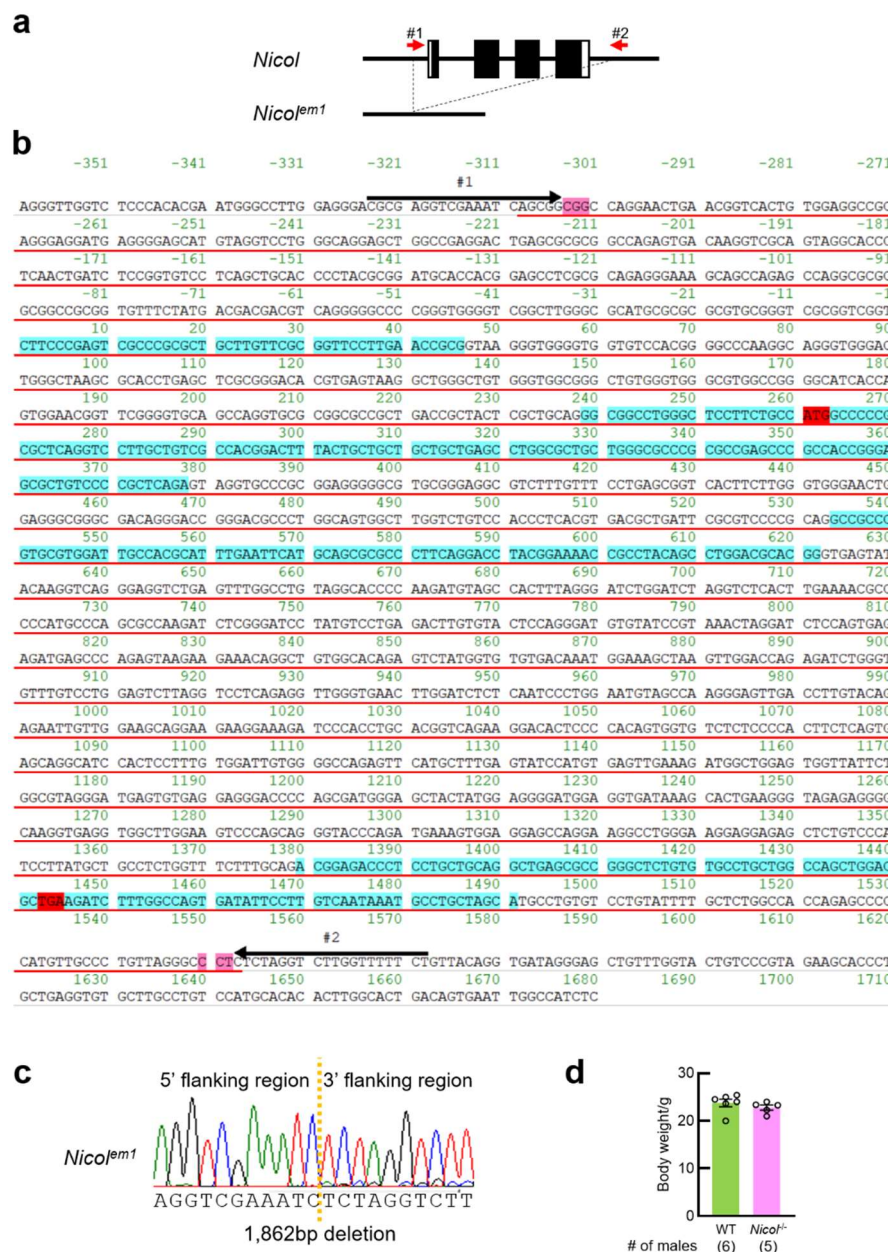

Supplementary Figure 1. Generation of *Nicol* KO mice by CRISPR/CAS9-mediated genome editing. **a**, *Nicol* gene structure. Boxes represent exons and filled regions indicate protein coding regions. Red arrows indicate crRNA target sites. **b**, *Nicol* targeting strategy. All *Nicol* exons were excised by cleavage at crRNAs #1 and #2 target sites (arrows) after non-homologous end joining repair. **c**, Genomic DNA sequence electropherogram of *Nicol^{em1}*. Non-homologous end joining site indicated by yellow dashed line. **d**, Body weight of 9-week old male mice. Values are shown as mean $\pm$ S.E.M. P value = 0.3668 (d) was determined by a two-tailed unpaired Students' t -test.

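Nicol is annotated in the mouse as Gm1673. In the GENCODE annotation of mm10 (GRCm38) the gene lies on the + strand of chromosome 5 from 33983433 to 33985013 and has 5 transcripts, of which Gm1673-201, Gm1673-202 and Gm1673-203 are annotated as protein coding. Gm1673-201 has 4 exons with 477 exonic bases, of which 411 are coding. Exon 1 runs from 33983433 to 33983564 and holds the start of the coding sequence at 33983446, exon 2 runs from 33983757 to 33983896, exon 3 from 33984052 to 33984140, and exon 4 from 33984898 to 33985013, with the coding sequence ending at 33984960 and the 3' untranslated region after it. The crRNA target sequences #1 and #2 match none of the 141767 annotated transcripts of the mouse on either strand, so neither lies wholly within an annotated exon. Their positions on the chromosome were not located here. The reverse genotyping primer for the wild-type allele does match, on the - strand from 33983563 to 33983582. This stretch crosses the end of exon 1 of Gm1673-201 and lies within the first exons of Gm1673-202, Gm1673-203 and Gm1673-205. 

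**Figure D3:**
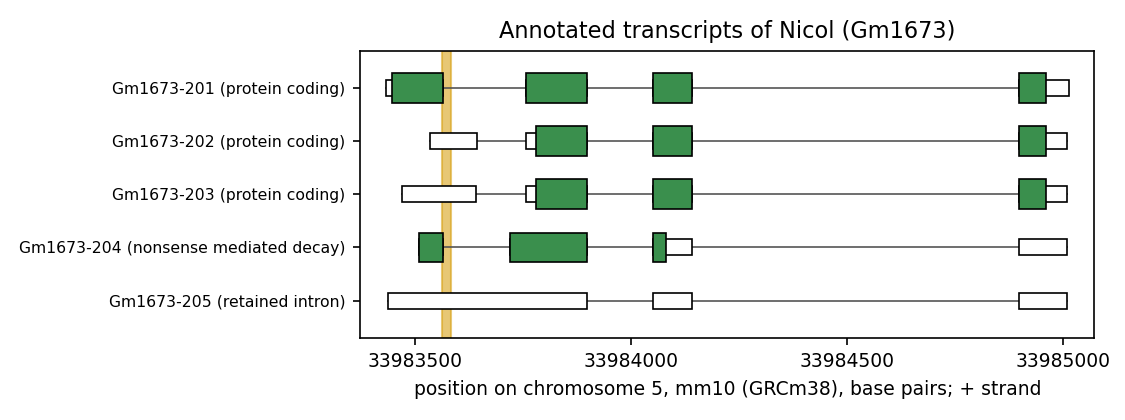
The 5 annotated transcripts of Gm1673 on chromosome 5 of mm10, drawn to scale in base pairs, with exons as boxes, coding parts in green and introns as lines. The yellow band marks the stretch from 33983563 to 33983582 that the reverse genotyping primer for the wild-type allele matches.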

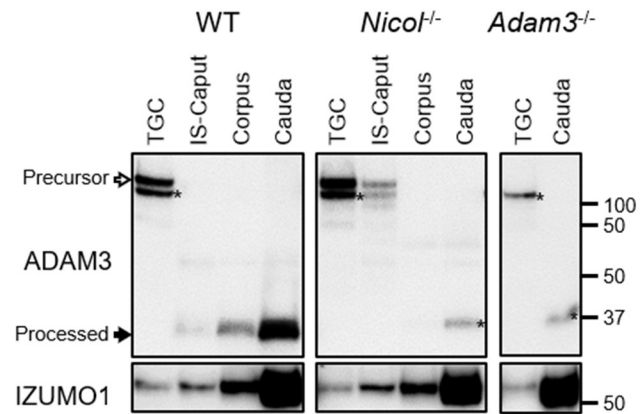

Supplementary Figure 2. ADAM3 processing during sperm transit through epididymis.

Immunoblot detection of ADAM3 in TGC; IS-caput, corpus, and cauda epididymal spermatozoa of WT and *Nicol*^{-/-} mice. Asterisks indicate non-specific immunoblot signals which are also present in *Adam3*^{-/-} protein lysates. Images are representative ones obtained from three independent biological replicates.

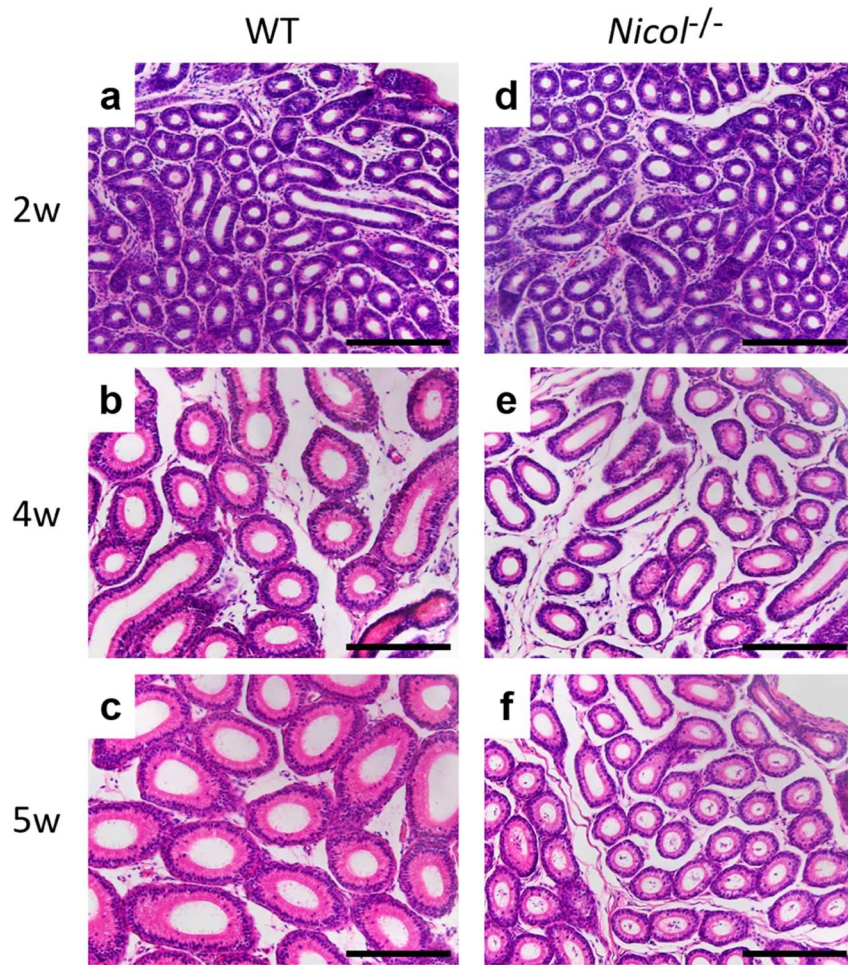

Supplementary Figure 3. Deficient IS differentiation in *Nicol*^{-/-} mice at different ages. a-f, HE staining of IS epididymis in WT mice at 2 (a), 4 (b), and 5 weeks (w), (c) and in *Nicol*^{-/-} mice at 2 (d), 4 (e), and 5 w (f). Scale bars, 200 μm. Images are representative ones obtained from three independent biological replicates.

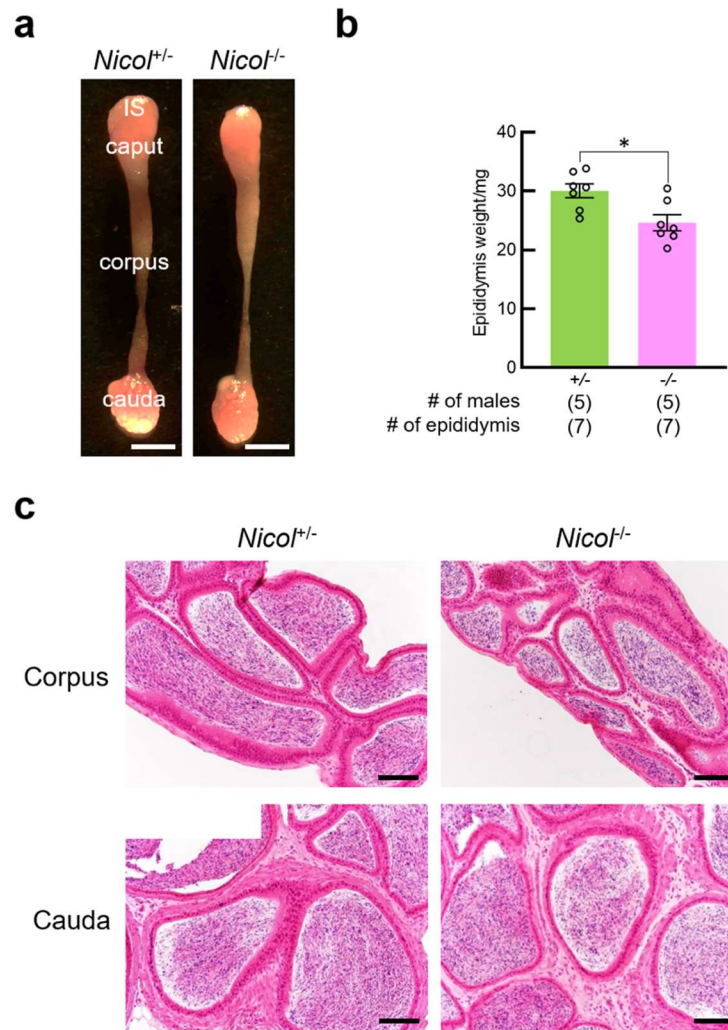

Supplementary Figure 4. Epididymal histology in *Nicol*^{-/-} mice. **a**, Appearance of *Nicol*^{+/-} and *Nicol*^{-/-} epididymis. Scale bar, 1 mm. **b**, Whole epididymal weights in *Nicol*^{+/-} and *Nicol*^{-/-} male mice. Values are shown as mean $\pm$ S.E.M. P value = 0.0108 was determined by a two-tailed unpaired Students' t -test. $*P < 0.05$. **c**, HE staining of *Nicol*^{+/-} (left) and *Nicol*^{-/-} (right) corpus (upper) and cauda (lower) epididymal sections. Scale bar, 100 μ m. Images are representative ones obtained from three independent biological replicates (c).

a

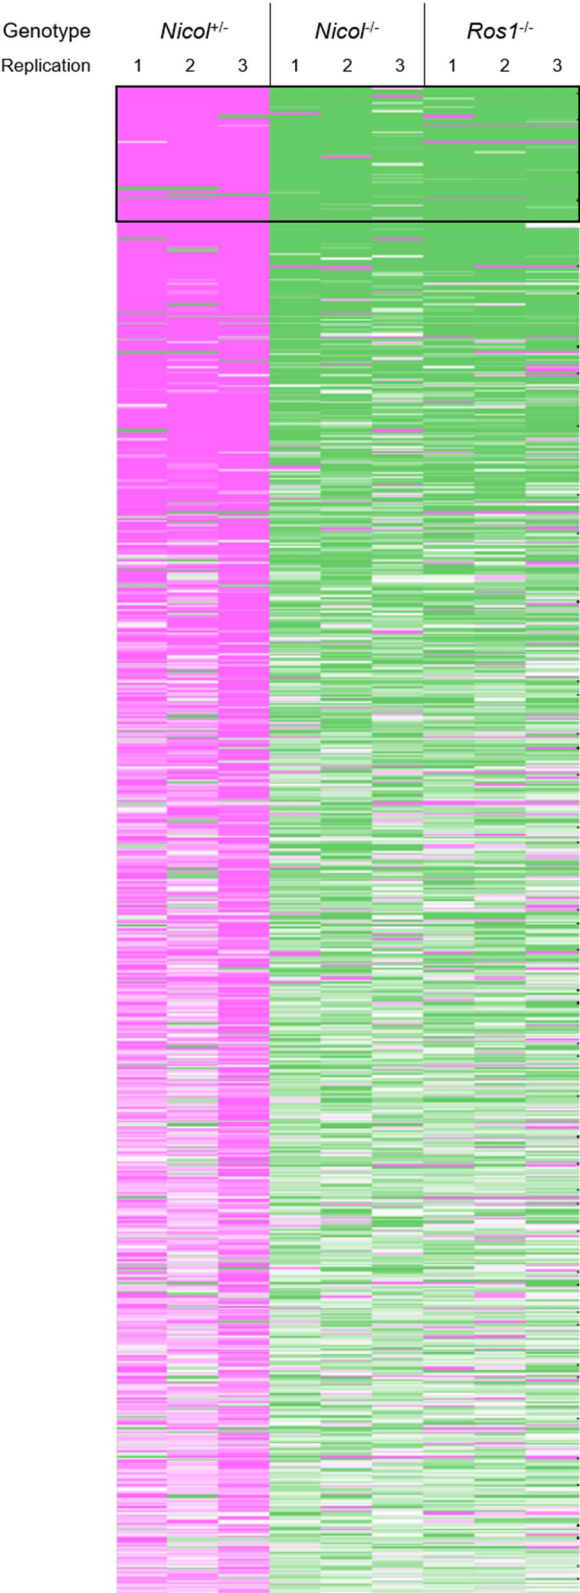

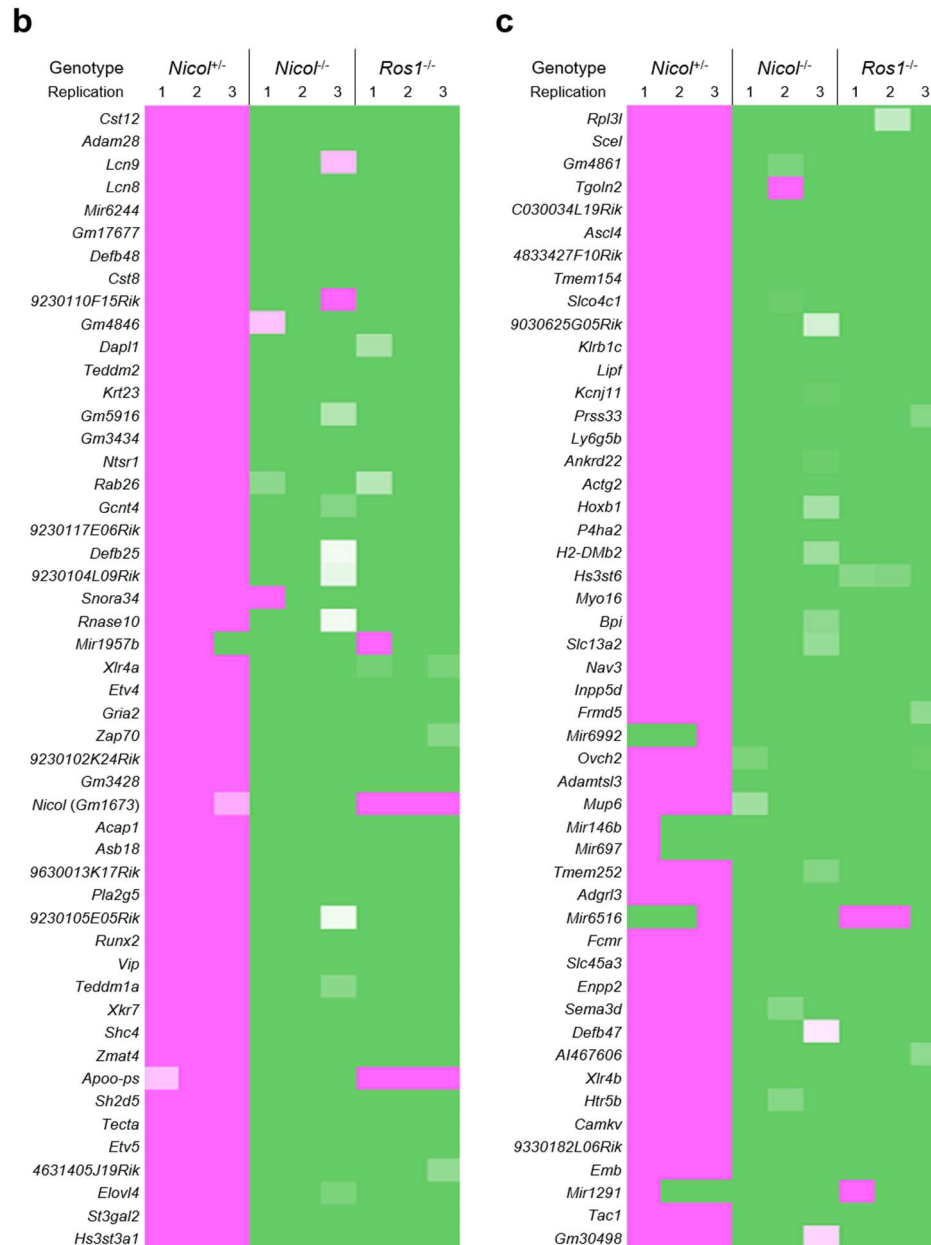

Supplementary Figure 5. Differentially expressed genes between *Nicol^{+/-}*, *Nicol^{-/-}*, and *Ros1^{-/-}*-caput epididymis. a, Differentially expressed genes (4,008 genes satisfying $P < 0.05$ determined by a two-tailed unpaired Students' t -test) in *Nicol^{-/-}* compared with *Nicol^{+/-}* caput epididymis. *Ros1^{-/-}* IS-caput epididymis shown for comparison. Arbitrary signal intensity acquired from RNA-seq analysis represented by colour (red, higher expression; green, lower expression). **b-c**, Magnified views of top 1–50 (b) and 51–100 (c) genes shown boxed in (a).

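At the threshold given for this panel, an unadjusted p under 0.05 from the study's own test on RPKM, 3934 of the 24346 genes in the deposited table differed between the 3 Nicol-/- and 3 Nicol+/- libraries, 2219 of them lower and 1715 higher in Nicol-/-. Of these, 2526 were also called by limma after adjustment over the 13647 genes tested. Enpp2, which encodes the secreted enzyme autotaxin, was lower by both, at 133 ± 19.5 RPKM in Nicol+/- and 7.28 ± 0.743 RPKM in Nicol-/- (SD, n = 3 each). Gldn was higher by both. Genes with little or no signal enter this count, since it has no minimum RPKM, and with genes of at least 1 RPKM in at least 3 libraries it came to 3480. Among the 13647 genes tested, the libraries of the 2 groups did not overlap for 37.6%, where chance gives 10%. The first principal component of the tested genes held 55.1% of the variance and set the Nicol+/- libraries apart from both knockouts.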

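The largest falls in the deposited values were seen in both knockouts. The 12 genes with the largest falls in Nicol-/- among those called by limma with at least 5 RPKM and no overlap between the groups included Lcn9, a lipocalin (5772 ± 1183 RPKM in Nicol+/-, SD, n = 3), the beta-defensin gene Defb25 (10944 ± 2241 RPKM) and the genes Teddm2, Gm4846, 9230104L09Rik and 9230110F15Rik. Gm17677, another of them, had 171 ± 75.8 RPKM in Nicol+/- (SD, n = 3) and was listed at 0 in all 3 Nicol-/- libraries. Some of these stood higher in Nicol-/- replicate 3 than in the other Nicol-/- libraries. Lcn9 was at 0.17, 0.35 and 23.8 RPKM in the 3 Nicol-/- libraries and was listed at 0 in all 3 Ros1-/- libraries. Defb25 was at 40.6, 31.4 and 363 RPKM in Nicol-/- and 32.5, 17.2 and 10.9 RPKM in Ros1-/-. Rnase10, an epididymal member of the RNase A family, was at 8.66, 7.91 and 57.5 RPKM in Nicol-/- against 2197 ± 885 RPKM (SD, n = 3) in Nicol+/-, a log2 fold change of -6.93 (adjusted p = 0.000109 from limma). The rises were smaller. By the same rule the largest were those of Snhg9 and Kiss1, with log2 fold changes of 3.02 and 2.72 (adjusted p = 0.0315 and 0.0481 from limma). The call of Snhg9, a noncoding RNA, was lost without a filter, with the robust variance model, without Nicol+/- replicate 1 or 2 or Nicol-/- replicate 1 and without both replicate 3 knockout libraries. That of Kiss1, the gene of kisspeptin, was lost without a filter, without the variance trend or with the robust model, with either replicate block (adjusted p = 0.0589 over the 9 libraries and 0.0631 for Nicol+/- and Nicol-/- alone), and without Nicol+/- replicate 1 or 3, any 1 of the Nicol-/- libraries or Ros1-/- replicate 1. Cartpt, the gene of a neuropeptide precursor, had 1.79 ± 1.21 RPKM in Nicol+/- and 6.56 ± 1.62 RPKM in Nicol-/- (SD, n = 3 each), a log2 fold change of 1.51 (adjusted p = 0.0106 from limma). Stra6, which encodes a receptor for retinol-binding protein, had 7.39 ± 1.76 and 23.7 ± 5.44 RPKM (SD, n = 3 each), a log2 fold change of 1.56 (adjusted p = 0.00201 from limma). Wfdc3, of the whey acidic protein family, had a log2 fold change of 1.62 (adjusted p = 0.00608 from limma). Members of the lipocalin, cystatin and beta-defensin families resemble one another, and reads shared between close copies could not be separated in these values.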

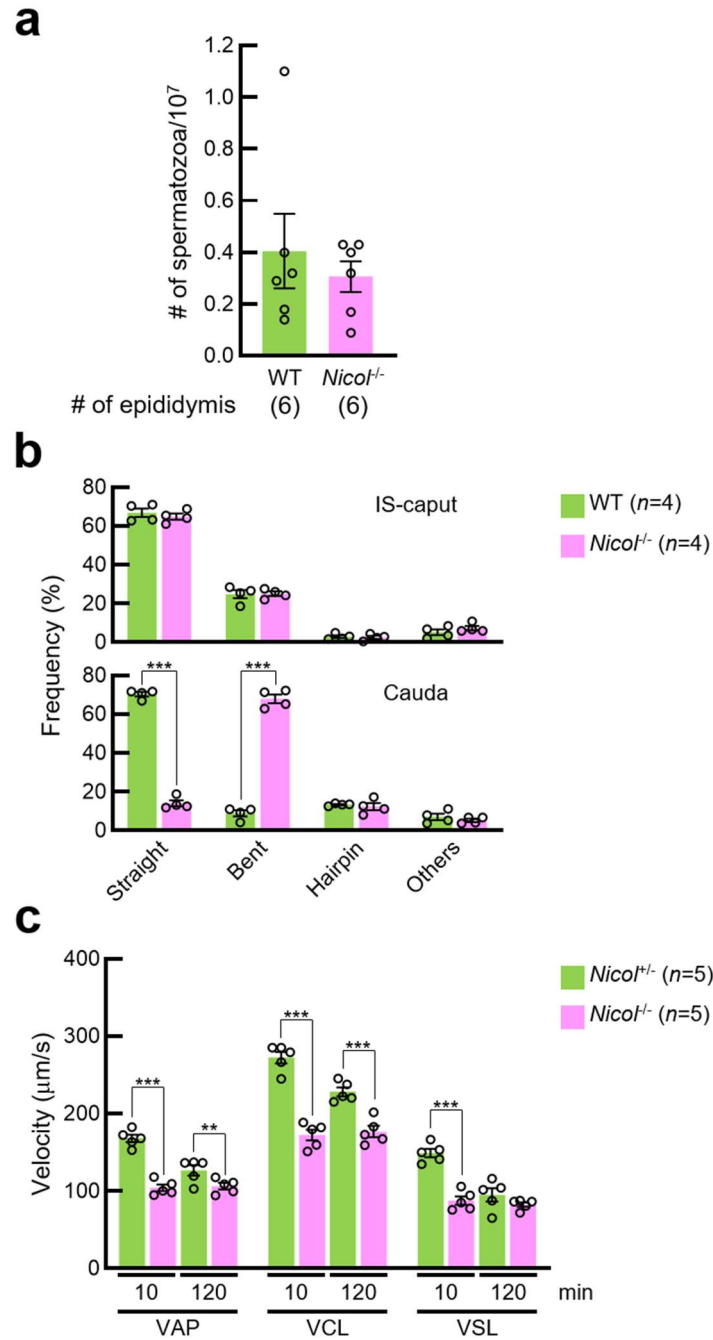

Supplementary Figure 6. Shape and motility of cauda spermatozoa. **a**, Total number of cauda spermatozoa. **b**, Morphology of spermatozoa isolated from IS-caput and cauda epididymis. **c**, CASA analyses of cauda sperm motility at 10 min and 120 min after suspension. VAP, average path velocity; VSL, straight-line velocity; and VCL, curvilinear velocity. Values are shown as mean $\pm$ S.E.M. *P* value = 0.5470 (a), 0.4974, 0.9273, 0.7579, and 0.3096 for straight, bent, hairpin, and others in caput and 0.0000001, 0.0000007, 0.6031,

and 0.3848 for straight, bent, hairpin, and others in cauda (b), 0.00001 and 0.00361 for 10 min and 120 min VAP, 0.00001 and 0.00054 for 10 min and 120 min VCL, and 0.00005 and 0.21883 for 10 min and 120 min VSL (c), respectively, were determined by a two-tailed unpaired Students' *t*-test. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

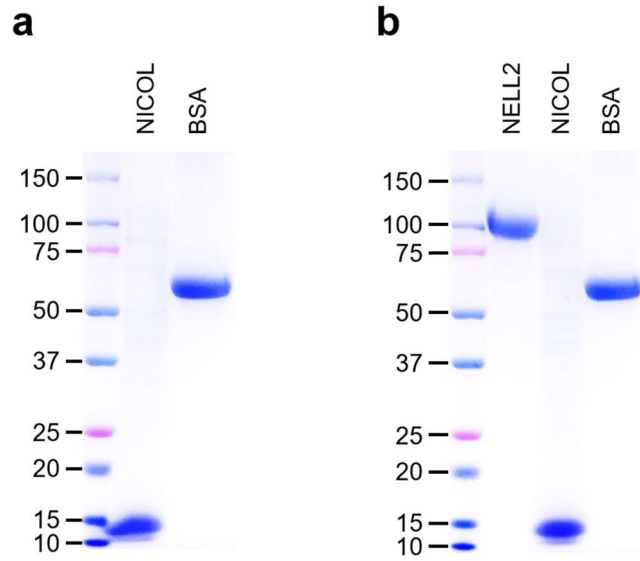

Supplementary Figure 7. Purified NICOL and NELL2 proteins used for pulldown

experiment. a-b, Coomassie brilliant blue staining of purified NICOL, purified NELL2, and BSA used for NELL2 pulldown (a) and ROS1 ectodomain pulldown (b) experiments. Images are representative ones obtained from three independent biological replicates (a,b).

Supplementary Table 1. crRNA sequences for CRISPR/CAS9-mediated genome editing.

	Target gene	crRNA sequence
crRNA#1	<i>Nicol</i>	5'-CGCGAGGTCGAAATCAGCGG-3'
crRNA#2	<i>Nicol</i>	5'-GACCTAGAGAGGGCCCTAAC-3'

Supplementary Table 2. Primer sequences for genotyping gene-modified animals.

Target gene	Primer sequence	Thermal cycling condition	Amplicon size (bp)
<i>Nicol</i> WT	5'-TGGAGACACCGTGACAGGAC-3' and<br>5'-ACACCACCCCACCCTTACCG-3'	94°C 15 s<br>65°C 15 s<br>72°C 30 s	626
<i>Nicol</i> KO	5'-TGGAGACACCGTGACAGGAC-3' and<br>5'-GACAGGCCAGTATCAAGACC-3'	94°C 15 s<br>65°C 15 s<br>72°C 30 s	441
<i>Clgn-Nicol</i><br>transgene	5'-TTGAGCGGGCCGCTTGCGCACTGG-3' and<br>5'-ATATCGCGTCCAGCTGGCCAGCAGG-3'	94°C 15 s<br>68°C 30 s	543

Supplementary Table 3. Primer sequences for RT-PCR.

Gene	Sequence	Thermal cycling condition	Amplicon size (bp)
<i>Nicol</i><br>(endogenous)	5'-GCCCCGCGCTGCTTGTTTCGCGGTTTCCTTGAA-3' and<br>5'-TGCTAGCAGGCATTTATTGACAAGGAATAT-3'	94°C 10 s<br>60°C 10 s<br>68°C 30 s	374
<i>Nell2</i>	5'-ATGCACGCCATGGAATCCCGGGTGTTACTG-3' and<br>5'-TCACAGCTCCTGAAGGCACTGTGGATCCAC-3'	94°C 10 s<br>60°C 10 s<br>68°C 150 s	2,460
<i>Ros1</i>	5'-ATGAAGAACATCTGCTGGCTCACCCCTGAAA-3' and<br>5'-GGTACCAAGGTGGTACCCACTGATGGTGCT-3'	94°C 10 s<br>60°C 10 s<br>68°C 120 s	2,000
<i>Ptpn6</i>	5'-TCACCGGGACCTCAGCGGGCCTGATGCAGA-3'<br>and<br>5'-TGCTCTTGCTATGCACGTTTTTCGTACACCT-3'	94°C 10 s<br>60°C 10 s<br>68°C 120 s	1,700
<i>Actb</i>	5'-CATCCGTAAAGACCTCTATGCCAAC-3' and<br>5'-ATGGAGCCACCGATCCACA-3'	94°C 10 s<br>60°C 10 s<br>68°C 30 s	171
<i>Nicol</i><br>transgene	5'-GCTCCTTCTGCCATGGCCCCCGCGCTCAG-3' and<br>5'-GTAGGCGGTTTTCCGTAGGT-3'	94°C 10 s<br>60°C 10 s<br>68°C 30 s	204

Supplementary Table 4. Antibody dilutions for immunoblot analysis.

Target protein	Antibody catalogue # or reference	Dilution or final concentration
ADAM2	Millipore, MAB19292	1/1,000
ADAM3	SantaCruz, sc-365288	1/1,000
ADAM28	ProteinTech, 22234-1-AP	1 µg/ml
Calmegin	19	1/1,000
CALR3	20	1/1,000
ERK1/2	Cell Signaling Technology, 4695	1/1,000
Phospho-ERK1/2	Cell Signaling Technology, 4370	1/1,000
ETV5	ProteinTech, 13011-1-AP	1 µg/ml
GAPDH	SantaCruz, sc-25778	1/1,000
Gpx5	SantaCruz, sc-390092	1/1,000
5xHis	Qiagen, 34460	1/1,000
IZUMO1	41	1/1,000
NELL2	ProteinTech, 11268-1-AP	1 µg/ml
OVCH2	10	1 µg/ml
PA	Fujifilm Wako, 012-25863	1 µg/ml
PDILT	21	1/1,000
Rho1D4	Cube Biotech, 40020	1 µg/ml
tACE	22	1/1,000
TOM20	SantaCruz, sc-11415	1/500
Peroxidase-conjugated<br>anti-rabbit IgG	Jackson ImmunoResearch, 111-036-045	1/10,000
Peroxidase-conjugated	Jackson ImmunoResearch, 112-035-167	1/10,000

anti-rat IgG		
Peroxidase-conjugated<br>anti-mouse IgG	Jackson ImmunoResearch, 115-036-062	1/10,000

# Supplementary material for: A small secreted protein NICOL regulates lumicrine-mediated sperm maturation and male fertility
**Source:** Nat Commun. 2023 Apr 24;14:2354. doi: 10.1038/s41467-023-37984-x
**Supplement:** Supplementary file 3 — Reporting Summary

 Last updated by author(s): Mar 24, 2023

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	The obtained sequence reads were mapped onto a mouse reference genome (mm10) using TopHat ver. 2.1.1 (Trapnell, C., Pachter, L. & Salzberg, S. L. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25, 1105–11 (2009)). Sperm motility data were collected using the CEROS II (software version 1.5; Hamilton Thorne Biosciences, Beverly, MA, USA) sperm analysis system.
Data analysis	Reads per kilobase of exon per million mapped reads (RPKM) values were calculated for each gene using Cufflinks ver. 2.2.1 (Trapnell, C. et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. 28, 511–5 (2010)). Single-cell transcriptome data were analysed using Loupe Cell Browser 6.1.0 (10X Genomics). Sperm motility data were analysed using the CEROS II (software version 1.5; Hamilton Thorne Biosciences, Beverly, MA, USA) sperm analysis system. Student's t-test (two-sided) was performed with Microsoft Excel 2019 (Microsoft). Graph representation was performed with GraphPad Prism9.2.0 (MDF).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The main data supporting the results of this study are available from the publisher's website or corresponding authors. RNA-seq data are available at the NCBI GEO under accession number GSE206174.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

In experiments in which statistical test (two-tailed Student's t-test) was done, the sample size was determined as follows: effect size $d = 4$, alpha error probability = 0.05, and power = 0.8. From these values the sample size for each experimental group is estimated as 3, therefore the sample sizes are $3 \geq n$. Based on this, the actual sample size was determined by the number of animals available; i.e., three to ten, to confirm biological reproducibility but to reduce animals to be sacrificed unnecessarily. This sample size determination is sufficient to examine statistical significance by Student's t-test in this study and is also endorsed by our previous similar research experiences (for example, Kiyozumi et al., Science, 2020).

Data exclusions

No data were excluded from the analyses.

Replication

At least three replication was employed in each experiments to verify reproducibility.

Randomization

Randomization is not relevant to this study because experiments in this study were designed to compare homozygous gene knockout mice with their control wild-type or heterozygous ones.

Blinding

Blinding was done at the level of data analysis such as statistical test.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Following antibodies are commercially available: anti-ADAM2 (#MAB19292; Millipore), anti-ERK1/2 (#4695, Cell Signaling Technology), anti-phospho-ERK1/2 (#4370, Cell Signaling Technology), anti-ADAM28 (#22234-1-AP, ProteinTech), anti-NELL2 (#11268-1-AP, ProteinTech), anti-ETV5 (#13011-1-AP, ProteinTech), anti-PRSS37 (#HPA020541, Sigma), anti-ADAM7 (#HPA008879, Sigma), anti-FLAG (#F1804, Sigma), anti-ADAM3 (#sc-365288, SantaCruz), anti-Gpx5 (#sc-390092, SantaCruz), anti-TOM20 (#sc-11415, SantaCruz), anti-5xHis (#34460; Qiagen), anti-PA (#012-25863; Fujifilm Wako, Japan), anti-1D4 (#40020; Cube Biotech), peroxidase-conjugated anti-rabbit IgG (#111-036-045; Jackson ImmunoResearch), peroxidase-conjugated anti-rat IgG (#112-035-167; Jackson ImmunoResearch), peroxidase-conjugated anti-mouse IgG (#115-036-062; Jackson ImmunoResearch). Polyclonal antibodies against CLGN, CALR3, PDILT, and OVCH2, mouse monoclonal antibody against tACE and rat monoclonal antibody against IZUMO1 were generated previously and available from the authors' laboratory.

Validation

Mouse anti-mouse ADAM2 (clone 9D2.2, #MAB19292; Millipore, https://www.emdmillipore.com/US/en/product/Anti-ADAM2-Antibody-clone-9D2.2_MM_NF-MAB19292?bd=1) for immunoblot,
Rabbit anti-mouse ERK1/2 (#4695, Cell Signaling Technology, <https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695>) for immunoblot,
Rabbit anti-mouse phospho-ERK1/2 (#4370, Cell Signaling Technology, <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370>) for immunoblot,
Rabbit anti-mouse ADAM28 (#22234-1-AP, ProteinTech, <https://www.ptglab.co.jp/products/ADAM28-Antibody-22234-1-AP.htm>) for immunoblot,
Rabbit anti-mouse NELL2 (#11268-1-AP, ProteinTech, <https://www.ptglab.co.jp/products/NELL2-Antibody-11268-1-AP.htm>) for immunoblot,
Rabbit anti-mouse ETV5 (#13011-1-AP, ProteinTech, <https://www.ptglab.co.jp/products/ETV5-Antibody-13011-1-AP.htm>) for immunoblot,
Rabbit anti-mouse PRSS37 (#HPA020541, Sigma, <https://www.sigmaaldrich.com/JP/ja/product/sigma/hpa020541>) for immunoblot,
Rabbit anti-mouse ADAM7 (#HPA008879, Sigma, <https://www.sigmaaldrich.com/JP/ja/product/sigma/hpa008879>) for immunoblot,
Mouse anti-FLAG (clone M2, #F1804, Sigma, <https://www.sigmaaldrich.com/JP/ja/product/sigma/f1804>) for immunoblot,
Mouse anti-mouse ADAM3 (clone F-4, #sc-365288, SantaCruz, <https://www.scbt.com/ja/p/adam3-antibody-f-4>) for immunoblot,
Rabbit anti-mouse Gpx5 (#sc-390092, SantaCruz, <https://www.scbt.com/p/gpx-5-antibody-d-3?requestFrom=search>) for immunoblot,
Rabbit anti-mouse TOM20 (#sc-11415, SantaCruz, <https://www.scbt.com/ja/p/tom20-antibody-fl-145>) for immunoblot,
Mouse anti-5xHis (clone name unknown, #34460; Qiagen, <https://www.qiagen.com/us/products/discovery-and-translational-research/protein-purification/tagged-protein-expression-purification-detection/anti-his-hrp-conjugate-kits>) for immunoblot,
Rat anti-PA (clone NZ-1, #012-25863; Fujifilm Wako, Japan, <https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-2586.html>) for immunoblot,
Mouse anti-1D4 (clone 1D4, #40020; Cube Biotech, <https://cube-biotech.com/products/protein-purification-products/rho1d4-tag-affinity-resins-magbeads/rho1d4-antibody-0.2-mg/40020>) for immunoblot and immunoprecipitation.
Peroxidase-conjugated anti-rabbit IgG (#111-036-045; Jackson ImmunoResearch, <https://www.jacksonimmuno.com/catalog/products/111-036-045>) for immunoblot,
Peroxidase-conjugated anti-rat IgG (#112-035-167; Jackson ImmunoResearch, <https://www.jacksonimmuno.com/catalog/products/112-035-167>) for immunoblot,
Peroxidase-conjugated anti-mouse IgG (#115-036-062; Jackson ImmunoResearch, <https://www.jacksonimmuno.com/catalog/products/115-036-062>) for immunoblot.
Rabbit anti-mouse CLGN, (Ikawa, M. et al. Dev. Biol. 240, 254–61 (2001)) for immunoblot.
Rabbit anti-mouse CALR3, (Ikawa, M. et al. J. Biol. Chem. 286, 5639–46 (2011)) for immunoblot.
Rabbit anti-mouse PDILT, (Tokuhiro, K., Ikawa, M., Benham, A. M. & Okabe, M. Proc. Natl. Acad. Sci. U. S. A. 109, 3850–5 (2012)) for immunoblot.
Rabbit anti-mouse OVCH2, (Kiyozumi, D. et al. Science. 368, 1132–1135 (2020)) for immunoblot.
Rabbit anti-mouse tACE, (Yamaguchi, R., Yamagata, K., Ikawa, M., Moss, S. B. & Okabe, M. Biol. Reprod. 75, 760–766 (2006)) for immunoblot.
Rat anti-mouse IZUMO1, (clone KS64-125, Inoue, N., Ikawa, M., Isotani, A. & Okabe, M. Nature 434, 234–8 (2005)) for immunoblot.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

293-F cells were purchased from Invitrogen.

Authentication

Cells were routinely authenticated by morphological examination using microscopy.

Mycoplasma contamination

We confirmed all the cells used in this study were negative for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Animals: wild-type mouse lines: ICR, B6D2F1; gene-targeted or mutant mouse lines: Nicol^{-/-}, Nell2^{-/-}, Ros1^{-/-}, Adam3^{-/-}, W/W^v; Transgenic mouse lines: Clgn-Nell2, Clgn-Nicol, CAG-Nicol, RBGS (CAG/Su9-DsRed2, Acr3-EGFP).
Ages: eight to twelve-week-old male mice were used as adult mice; Two, four, and five-week-old males were also used to analyze postnatal organ development.
Sex: Since fertility tests need male and female animals, mice of both sex were used but the research focuses were on males.
Housing conditions: Animals were maintained under 12 hours light (8:00-20:00) and 12 hours dark (20:00-8:00) cycle, ambient temperature of 21±1°C, and 55±10% humidity.

Wild animals

This study did not involve wild animals.

Reporting on sex

Sex of animals used are indicated in each experiment.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

All experiments involving animals were approved by the Institutional Animal Care and Use Committees of Osaka University (Osaka, Japan) (the approval ID: H30-01-1) and were conducted in compliance with the university guidelines and regulations for animal experimentation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

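The measurements are RNA-seq libraries of mouse IS-caput epididymis, 3 each from Nicol+/-, Nicol-/- and Ros1-/- mice. The authors mapped the reads to mm10 with TopHat 2.1.1 and calculated RPKM per gene with Cufflinks 2.2.1. The deposited table gives, for 24346 genes and each library, a normalized FPKM, which for single-ended reads is the RPKM of the paper, and a normalized count. The authors had already scaled both between libraries. The deposited normalized count is a signal per gene rather than a raw count, so no count model was used. Between 98.7% and 98.8% of its values were whole multiples of a single step per library (within 0.02 of a whole number), and the step was used to estimate depth, a median of 15636555 reads in Nicol+/-, 9087973 in Nicol-/- and 15431226 in Ros1-/-. The handling of reads with several matches is not given in the sources used here, so values of paralogs and overlapping genes are uncertain.

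The tests used the RPKM, as log2(RPKM + 1) with a pseudocount of 1, over the 13647 genes with at least 1 RPKM in at least 3 of 9 libraries. limma 3.58.1 in R 4.3.3 fitted the 3 group means to all 9 libraries with a mean-variance trend, which left 6 residual degrees of freedom, and tested Nicol-/- against Nicol+/-, Ros1-/- against Nicol+/- and Ros1-/- against Nicol-/-, with Benjamini-Hochberg adjustment over the genes of each comparison and a threshold of 0.05. On data simulated for Nicol-/- against Nicol+/- with 200 changed genes among 13647, the fit recovered 91 of 100 genes changed by 1 on the log2 scale and 99 of 100 changed by 2, and called 7 of 13447 unchanged genes. The noise was drawn independently per gene with the fit's own variances, and only genes with a mean log2 value above 1 were changed. Variation that genes have in common was left out, so these counts are not error rates for the real libraries. Within a condition, libraries had correlations of 0.966 to 0.99 across genes and shared at most 0.0109% identical values above 0, so no library was a copy of another. An exact permutation test of 3 against 3 cannot go below 0.1.

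The study's own test, unpaired with equal variances on RPKM at an unadjusted p under 0.05, was run for its count of genes alone. Gene lists were tested with limma's camera with a preset correlation of 0.01, and with an estimated correlation as the alternative. Of 39 list calls over the 3 comparisons, 0 held with the estimated correlation in the fit without a block. The 32 lists cover functions of the epididymal epithelium, gene families and markers of other cell types, and the list of initial segment genes was written after Supplementary Fig. 5 had been seen. The lists and the rule for the genes named in the text were set before the deposited values were examined. Supplementary Fig. 5, which shows these libraries, had been seen when the rule was set, and the rule also allows genes labelled in it. The rule takes each gene that the paper names for this tissue, the 12 largest falls and 12 largest rises in each knockout and the 6 largest in each direction between the knockouts, among called genes with at least 5 RPKM in either group and no overlap between libraries, and up to 4 members of each list described with the smallest p together with members that went against the list. Rnf167 lies outside this rule and was chosen after its values were seen. Defb47 and Defb2 come under the rule through the beta-defensin list, but they too were picked out after their values were seen. Gene coordinates come from RefSeq and GENCODE annotations of mm10, and 24260 genes (99.6%) were matched by NCBI gene ID. The alternatives were other pseudocounts, filters, scalings, variance models and thresholds, fits to the 6 libraries compared, a block for the replicate number, and leaving out each library. The replicate numbers are not stated to pair the libraries. Between Nicol+/- and Nicol-/-, however, the deviations of same-numbered libraries from their group means had correlations of 0.103 to 0.243 across genes and those of other pairs at most 0.0598, and each of these 6 libraries correlated best with its own number. A block for the number within these groups alone was therefore added after seeing the data. The deviations of 3 libraries from their mean sum to 0, so the 6 agreements are not independent and do not establish a pairing. Figures were drawn with matplotlib 3.10.9.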

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

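The counts over other splits of the libraries were planned, and the tests of cell type shares, of neighbouring genes, of genes near Nicol and of mixed RNA were chosen only after the results were seen. The measure used for mixed RNA, and the comparison of neighbouring genes with the other gene sets, replaced or extended earlier forms of these tests whose values had been seen. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In fits of the 6 libraries compared, limma called 1732 genes in Nicol-/- against Nicol+/- and at most 2 in any other split, 3598 in Ros1-/- against Nicol+/- and at most 2 in any other split, and 84 in Ros1-/- against Nicol-/- and 0 in any other split, where at most 1192 genes had an unadjusted p under 0.05. In each comparison 1 of 10 splits, the real one, gave as many genes. In the Nicol-/- comparison, 4 of the splits part all 3 same-numbered pairs, and apart from the real one these called 0 genes by limma (at most 341 at an unadjusted p under 0.05), while the 6 splits that part 1 pair called at most 2. The paper's text speaks of the genes that fell, while its figure shows both directions, and 552 genes were higher in both knockouts than in Nicol+/-.

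Germ cell transcripts, which the paper does not discuss in this tissue, stood out because 8 of 17 measured ones were higher in Nicol-/- than in Nicol+/- and 0 were lower by limma, with 9 higher and 0 lower when adjusted over the list alone and 1 lower at an unadjusted p under 0.05, and 3 were higher without Nicol+/- replicate 3, 4 without Nicol+/- replicate 2 and 5 without Nicol-/- replicate 3. Prm1, the sperm nuclear protein protamine, had 24.6 ± 4.41 RPKM in Nicol+/-, 87.3 ± 26.6 in Nicol-/- and 78 ± 40.8 in Ros1-/- (SD, n = 3 each), and Tnp1, a transition protein of spermatids, had 14 ± 5.2, 49.8 ± 15 and 43.5 ± 13 RPKM. A lower share of epithelial RNA would raise the markers of every other cell type alike, if those cells did not change themselves. However, 8 of 14 endothelial markers were lower, with a median log2 fold change of -0.62 against the 1.09 of the germ cell list. A permutation test of the 2 medians gave p = 1e-04, the smallest that the permutations run can give. It shuffles genes between lists whose medians had been seen and takes genes as independent, so it does not measure the spread between libraries. The lower endothelial markers go against a lower epithelial share as the only change among these cell types. They cannot exclude it as the cause of the germ cell rise, because the endothelium may have changed by itself. In Ros1-/-, 10 of the 14 were lower than in Nicol+/- too. As a set, the endothelial markers did not pass in Nicol-/- by camera with an estimated correlation (adjusted p = 0.414). Smooth muscle, fibroblast and adipocyte markers had medians of 0.50, 0.48 and 1.03, in the direction that such a share predicts. Ciliated and efferent duct markers had a median of 0.55 (3 higher and 1 lower by limma). Macrophage and lymphocyte markers had medians of -0.18 and -0.17. The germ cell list as a set was higher by camera (adjusted p = 4.67e-05 with a preset correlation, adjusted p = 0.512 with an estimated correlation). RNA of sperm or testis cells in the lumen may differ between the genotypes, which was not tested and stays open.

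Between the knockouts, 157 genes were lower and 55 higher in Ros1-/- than in Nicol-/- by a direct test with limma, and these counts came to 5 and 4 without Ros1-/- replicate 1, 9 and 7 without Ros1-/- replicate 2, 48 and 29 without Ros1-/- replicate 3, 19 and 12 without Nicol-/- replicate 1, 96 and 23 without Nicol-/- replicate 2 and 92 and 34 without Nicol+/- replicate 2, while 112 were higher without Nicol-/- replicate 3. Of 14 smooth muscle markers, 7 were lower in Ros1-/- (12 when adjusted over the list alone, but 0 by limma without Nicol-/- replicate 1 or Ros1-/- replicate 1 or 2, and 2 without Ros1-/- replicate 3), with a median log2 fold change of -0.62, and fibroblast markers had a median of -0.70, so a different share of muscle and connective tissue in the dissected pieces may contribute, but this was read from the same lists and is not decided by them, and endothelial markers had a median of -0.12 and macrophage markers one of 0.50. Variants of the strains behind the mouse lines are another possible explanation, since 55 pairs of neighbouring called genes lay within 1 Mb of each other where 10000 random draws had a median of 34 (permutation test, p = 3e-04), but as many genes with the smallest p in either knockout against the controls gave 56 pairs each, so the clustering does not point to strain variants in particular. Within 20 Mb of Gm1673, 6 genes were called, all lower in Ros1-/-, where 3.18 would be likely by chance (Fisher's exact test, p = 0.143), too few to tell apart an effect of the altered allele's neighbourhood from chance. The loss of ROS1 itself, as against the loss of NICOL, stays open and cannot be separated from these in this design. Nor can it be separated from RNA of ribosomal origin, which was not tested as an explanation. Rn45s differed between the knockouts by 1.92 on the log2 scale (adjusted p = 0.0676 from limma). Lars2, whose reads were not shown here to be ribosomal, stood at 673, 886 and 592 RPKM in Nicol+/-, 745, 729 and 1813 in Nicol-/- and 2590.1, 3143 and 5494 in Ros1-/- (adjusted p = 0.0539 from limma between the knockouts).

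Some transcripts of the initial segment stood higher in Nicol-/- replicate 3 than in the other Nicol-/- libraries. Defb47 was at 221, 169 and 861 RPKM in the 3 Nicol-/- libraries against 5607 ± 349.5 RPKM (SD, n = 3) in Nicol+/-, so that the excess of replicate 3 was 11.9% of the Nicol+/- level. Mixed-in RNA of a Nicol+/- library would bring each of these transcripts at a single fraction, but in 7 of the 12 initial segment genes with at least 500 RPKM in Nicol+/- the whole level in this library, as a percentage of Nicol+/-, was under 10% of that fraction, among them Lcn8, the most abundant, at 0.0684% of its Nicol+/- level, which argues against it. No biological explanation was tested for this library.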

How the results depend on the processing

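The fall of initial segment transcripts held as a count of genes. In Nicol-/-, 29 were lower and 1 higher in the main fit and with either replicate block. As a set by camera with an estimated correlation, the list did not pass in the main fit (adjusted p = 0.196). It did not pass with the block over the 9 libraries either (adjusted p = 0.348). The list passed with the block for Nicol+/- and Nicol-/- alone (adjusted p = 0.00845), which was chosen after seeing the data. Pseudocounts of 0.1 and 0.25, both scalings and both variance models moved no count of genes by over 1.5 times. In the order higher and lower in Nicol-/- against Nicol+/-, higher and lower in Ros1-/- against Nicol+/-, higher and lower in Ros1-/- against Nicol-/-, lower in both knockouts and higher in both, the counts were 298, 816, 397, 957, 8, 11, 685 and 122 at an adjusted p under 0.01, and 129, 420, 157, 470, 18, 32, 372 and 36 with a log2 fold change of at least 1 in addition. Both come from a stricter threshold. Without a filter, 90 genes were lower in Ros1-/- than in Nicol-/-, and with a mean of at least 5 RPKM, 782 were higher in Nicol-/- than in Nicol+/- and 31 higher and 94 lower in Ros1-/- than in Nicol-/-, where the cause was not tested. With the 6 libraries compared alone, 649 genes were higher and 1083 lower in Nicol-/- than in Nicol+/-, 24 higher and 60 lower in Ros1-/- than in Nicol-/-, and 339 higher in both, while 1600 were higher and 1998 lower in Ros1-/- than in Nicol+/-, and the cause was not tested. With the same sign in Ros1-/- whatever its p, 1089 genes were shared as higher. Leaving out each library in turn gave, in the same order of results, 518 to 1070, 954 to 1534, 554 to 1743, 1099 to 2150, 4 to 112, 5 to 180, 781 to 1223 and 229 to 534. The lowest of the counts came without Nicol+/- replicate 3 for the Nicol-/- comparison and the shared genes and without Ros1-/- replicate 1 for the others. Of genes higher in Ros1-/- than in Nicol+/-, 657 were found without Nicol+/- replicate 3, 736 without Ros1-/- replicate 2 and 815 without Ros1-/- replicate 3, and 1134 were lower without Nicol+/- replicate 3. Of genes higher in Nicol-/-, 794 were found without Nicol-/- replicate 1. Without both replicate 3 knockout libraries, a setting chosen after seeing the data, 18 genes were higher and 18 lower in Ros1-/- than in Nicol-/-. At the study's own threshold, 2219 of the genes were lower ones, and leaving out a library gave 2670 to 3596 genes. In the comparisons of Ros1-/- with Nicol+/- and with Nicol-/-, 0 and 2 of the 3 same-numbered pairs had correlations of deviations above 0.1 (from -0.0911 to 0.129). Other pairs reached 0.135 and 0.242. These values show no pairing of those libraries by number but cannot exclude it. A replicate block gave 1305, 1486, 1365, 1699, 63, 187, 1163 and 632 genes in the order above, and 2649 at the study's threshold, and a replicate block for Nicol+/- and Nicol-/- alone, chosen after seeing the data, gave 1399 higher and 1589 lower in Nicol-/-. Beyond the values given beside the results, neither block changed the call of a gene or list described for Nicol-/- or moved the count of such a list by over 1.5 times, though several list counts changed by less. Among single genes, 120 of 174 gene comparisons had the same direction and side of the threshold in every setting run. Reversed values were seen for genes that did not pass the test. Gcnt1 in Nicol-/- came to -0.18 without Nicol+/- replicate 3 and -0.50 without Nicol-/- replicate 2, in a range up to 1.14 without Nicol+/- replicate 1, and in Ros1-/- Ptpn6 came to -0.0169 without Nicol+/- replicate 3 and -0.0336 without Ros1-/- replicate 2 (up to 0.13 without Ros1-/- replicate 3), Adam3 to -0.0217 without Nicol+/- replicate 3 (up to 0.40 without Nicol+/- replicate 1), and Gpx5 to 0 with quantile normalization, 0.0261 without Nicol+/- replicate 2, 0.061 without Nicol+/- replicate 3 and 0.0578 without Ros1-/- replicate 2 (down to -0.26 without Nicol+/- replicate 1). Raw counts were not used, so depth limits low genes by an amount that was not computed.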

Differences from the paper's values

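At the study's own threshold 3934 genes were found, and the paper's count is 4008. On the log2(RPKM + 1) scale the count was 4066, with unequal variances 3035 and with a minimum RPKM 3480, none of them over 1.5 times from the paper's. Counting lower genes alone (2219), pairing by replicate number (2649) and leaving out Nicol+/- replicate 3 (2670) went further from it. The p-values of the study's own two-sided test for Etv1, Etv4 and Etv5 and their mean RPKM matched those of the paper.

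The paper states from RT-PCR that Nell2, Ros1 and Ptpn6 kept their expression in Nicol-/- mice (Fig. 4k). In the RNA-seq libraries of IS-caput epididymis, Ros1 was lower in Nicol-/-, at 19, 24.7 and 16.8 RPKM against 43.5 ± 3.86 RPKM (SD, n = 3) in Nicol+/- (log2 fold change -1.09, adjusted p = 0.000666 from limma), below each Nicol+/- library in 3 of 3 libraries and past the threshold in each setting run. Ros1 is itself on the list of 30 initial segment genes, of which 29 were lower in Nicol-/-. Values of the whole tissue cannot tell lower expression per cell from a smaller share of such cells. Ptpn6 was at 9.8 ± 1.26 RPKM in Nicol-/- and 13.2 ± 1.44 RPKM in Nicol+/- (SD, n = 3 each), which passed narrowly (log2 fold change -0.40, adjusted p = 0.0481 from limma) and did not pass with quantile normalization, without a filter, without the variance trend, with only the 6 libraries compared, with either replicate block (adjusted p = 0.071 over the 9 libraries and 0.0731 for Nicol+/- and Nicol-/- alone, from limma), or without any 1 of the Nicol+/- libraries, Nicol-/- replicate 1 or 2 or Ros1-/- replicate 1 or 2. Nell2 was below the minimum for a test, at 0.182 ± 0.187 RPKM in Nicol+/- and 0.243 ± 0.115 RPKM in Nicol-/- (SD, n = 3 each). The paper's statement that most of the lower genes are common to both knockouts was met by the counts.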

Other observations

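Beyond the groups described with the paper's results, genes of cholesterol synthesis were lower in Nicol-/-, 9 of 20 measured and 0 higher by limma (13 lower and 0 higher when adjusted over the list alone and at an unadjusted p under 0.05 alike), and 4 without Nicol-/- replicate 1 and 5 without Nicol+/- replicate 3 or Nicol-/- replicate 2, with a median log2 fold change of -0.54. As a set they were lower by camera (adjusted p = 0.000181 with a preset correlation, adjusted p = 0.522 with an estimated correlation). Dhcr7, the last enzyme of the pathway, had 7.93 ± 1.88 RPKM in Nicol+/- and 0.955 ± 0.618 in Nicol-/- (SD, n = 3 each), and Lss, lanosterol synthase, had 15.1 ± 2.71 and 6.13 ± 0.368 RPKM. The lipocalins, cystatins and beta-defensins share most of their lower members with lists already described. Lcn8, Lcn9, Cst8, Cst12, Defb25, Defb47 and Defb48 are on the initial segment list, and Lcn10, Cst11 and Defb20 on the caput list. Of 7 measured lipocalins 4 were lower and 0 higher in Nicol-/- by limma (1 higher at an unadjusted p under 0.05), the same counts as when adjusted over the list alone. Of 6 cystatins 3 were lower and 1, Cstad, was higher (the same counts when adjusted over the list alone), though not without Nicol+/- replicate 1 or 3. Of 30 beta-defensins 6 were lower, 23 did not pass and 1, Defb2, was higher (6 lower and 1 higher when adjusted over the list alone), though not without a filter, with the 6 libraries compared alone or without Nicol+/- replicate 1 or 3, Nicol-/- replicate 2 or 3 or Ros1-/- replicate 1, and 2 were higher with the replicate block over the 9 libraries and 5 with that for Nicol+/- and Nicol-/- alone. Of 27 genes of solute and pH transport 8 were lower and 4 higher in Nicol-/- (9 and 4 when adjusted over the list alone). The higher count came to 0 without Nicol+/- replicate 3, 1 without Nicol+/- replicate 2 and 2 without Nicol-/- replicate 1 or Ros1-/- replicate 1. The lower ones included the chloride channel Cftr (10.1 ± 2.36 and 2.39 ± 0.347 RPKM, SD, n = 3 each) and the potassium channel gene Kcnj11 (17 ± 1.59 and 0.612 ± 0.281 RPKM). As sets, neither the transport genes (adjusted p = 0.439) nor the beta-defensins (adjusted p = 0.916) passed by camera with a preset correlation. Among all 13647 genes tested, 1628 were lower and 1221 higher in Nicol-/-. Of 14 endothelial markers, Plvap, a protein of the diaphragms of capillary pores, had the largest fall, from 36.2 ± 7.91 to 3.07 ± 0.554 RPKM, and Emcn and Pecam1, which encode endothelial surface proteins, had log2 fold changes of -0.99 and -0.77. As a set the endothelial markers were lower by camera (adjusted p = 1.6e-05 with a preset correlation, adjusted p = 0.414 with an estimated correlation).

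Of 14 smooth muscle markers, 3 were lower and 0 higher in Ros1-/- than in Nicol+/- by limma (the same counts when adjusted over the list alone, 4 lower and 1 higher at an unadjusted p under 0.05), with 1 higher without Nicol+/- replicate 1. Tagln, which encodes transgelin, had 105 ± 12.6 RPKM in Nicol+/-, 154 ± 10.2 in Nicol-/- and 99 ± 6.17 in Ros1-/- (SD, n = 3 each), the last of which did not pass against Nicol+/- (adjusted p = 0.581 from limma), and Actg2, a smooth muscle actin, was lower in both knockouts, at 1149.8 ± 157, 45.3 ± 0.994 and 27.9 ± 3.62 RPKM. Of 75 ribosomal protein genes, 7 were higher in Nicol-/- by limma (0 when adjusted over the list alone, 27 at an unadjusted p under 0.05) and 50 in Ros1-/- (63 when adjusted over the list alone) than in Nicol+/-, with 1, Rpl3l, lower in both, and between the knockouts 0 of 75 passed by limma (10 higher at an unadjusted p under 0.05). The 7 came to between 1 and 13 as single libraries were left out, and the 50 to 18 without Nicol+/- replicate 1, 9 without Nicol+/- replicate 3, 6 without Ros1-/- replicate 1 and 17 without Ros1-/- replicate 2 or 3. In the Ros1-/- libraries Rn45s and Lars2 were higher too, by 3.22 and 2.33 on the log2 scale against Nicol+/-. The rise of the list thus goes together with that of Rn45s, a sign of differing RNA composition, and the origin of the list's rise stays open. As a set the ribosomal protein genes were higher in Ros1-/- than in Nicol+/- by camera (adjusted p = 7.98e-15 with a preset correlation, adjusted p = 0.499 with an estimated correlation).

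Single genes set the knockouts apart in the direct test. The Nicol line was made for the study and the Ros1 line had been obtained earlier, so strain variants are a possible source of such differences. In this design they cannot be told apart from the loss of ROS1 as against that of NICOL, also where a call held in each setting. Alad, an enzyme of haem synthesis, had 169 ± 21.2 RPKM in Nicol+/-, 224 ± 18.5 in Nicol-/- and 66.9 ± 0.891 in Ros1-/- (SD, n = 3 each), a log2 fold change between the knockouts of -1.73 (adjusted p = 0.00018 from limma) that stayed past the threshold in each setting run. Isoc2b had 18.5 ± 6.26, 17.9 ± 3.26 and 3.23 ± 0.967 RPKM (adjusted p = 0.00907 from limma for the knockouts). Elf5, an ETS-family transcription factor, had 2.29 ± 0.708, 3.21 ± 0.144 and 12.2 ± 1.44 RPKM (adjusted p = 0.00386 from limma for the knockouts). Hgfac, the activator of hepatocyte growth factor, had 55.2 ± 10.6, 8.26 ± 2.7 and 1.36 ± 0.659 RPKM (adjusted p = 0.0169 from limma), a difference between the knockouts that was lost without Ros1-/- replicate 1 or 2. Hgfac starts at 35041509 on chromosome 5 and is 1 of the 6 genes called within 20 Mb of Gm1673. For those genes an effect of the altered allele's neighbourhood could not be told apart from chance. Of the genes lower in Nicol-/-, Gm1673 and Rnf167 were higher in Ros1-/- than in Nicol+/-, where the controls carry a Gm1673 allele without its exons. Rnf167, chosen after its values were seen, had log2 fold changes of -0.29 and 0.21. The second did not pass without any 1 of the Nicol+/- or Ros1-/- libraries. This count of 2 came to 1 without any 1 of those libraries, without the variance trend or with the replicate block over the 9 libraries, to 3 without Nicol-/- replicate 2 or both replicate 3 knockout libraries, and to 5 without Nicol-/- replicate 3. In the other direction, 7 genes higher in Nicol-/- were lower in Ros1-/- than in Nicol+/-, and 1 without Nicol+/- replicate 1, 2 without Nicol+/- replicate 2 or Ros1-/- replicate 1, 3 without Nicol+/- replicate 3 and 4 without Ros1-/- replicate 2 or both replicate 3 knockout libraries, and 2 without a filter, 4 with quantile normalization and 3 with only the 6 libraries compared.

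For the genes that the paper follows by other methods, the RNA-seq values were as follows. Ovch2, the protease that the paper links to ADAM3 processing, had 684 ± 143 RPKM in Nicol+/-, 34.8 ± 3.71 in Nicol-/- and 35.2 ± 0.745 in Ros1-/- (SD, n = 3 each), a log2 fold change in Nicol-/- of -4.24 (adjusted p = 1.88e-07 from limma). Adam3 had 1.2 ± 0.708 and 3.62 ± 2.05 RPKM in Nicol+/- and Nicol-/- and Adam7 3187 ± 711 and 1945 ± 461 RPKM (SD, n = 3 each). Both passed the threshold, Adam3 as higher (adjusted p = 0.0419 from limma) and Adam7 as lower (adjusted p = 0.0413 from limma), and both lost it without Nicol+/- replicate 2 or 3, Nicol-/- replicate 3 or any 1 of the Ros1-/- libraries, Adam3 also without Nicol-/- replicate 1 and Adam7 without Nicol-/- replicate 2. With the replicate block for Nicol+/- and Nicol-/- alone neither passed (adjusted p = 0.0513 and 0.0632 from limma), and with the block over the 9 libraries Adam3 passed and Adam7 did not (adjusted p = 0.048 and 0.065). Actb had 457 ± 44.3 and 484 ± 7.49 RPKM and Gapdh 370.4 ± 42.2 and 475 ± 41.7 RPKM, with adjusted p = 0.519 and 0.0594 from limma, though Gapdh passed as higher with quantile normalization. Prss37 was below the minimum for a test in these libraries.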
